# Conditional Knockout of Hypoxia-Inducible Factor 1-Alpha in Tumor-Infiltrating Neutrophils Protects against Pancreatic Ductal Adenocarcinoma

**DOI:** 10.3390/ijms24010753

**Published:** 2023-01-01

**Authors:** Je Lin Sieow, Hweixian Leong Penny, Sin Yee Gun, Ling Qiao Tan, Kaibo Duan, Joe Poh Sheng Yeong, Angela Pang, Diana Lim, Han Chong Toh, Tony Kiat Hon Lim, Edgar Engleman, Olaf Rotzschke, Lai Guan Ng, Jinmiao Chen, Suet Mien Tan, Siew Cheng Wong

**Keywords:** neutrophils, pancreatic cancer, hypoxia-inducible factor 1-alpha

## Abstract

Large numbers of neutrophils infiltrate tumors and comprise a notable component of the inflammatory tumor microenvironment. While it is established that tumor cells exhibit the Warburg effect for energy production, the contribution of the neutrophil metabolic state to tumorigenesis is unknown. Here, we investigated whether neutrophil infiltration and metabolic status promotes tumor progression in an orthotopic mouse model of pancreatic ductal adenocarcinoma (PDAC). We observed a large increase in the proportion of neutrophils in the blood and tumor upon orthotopic transplantation. Intriguingly, these tumor-infiltrating neutrophils up-regulated glycolytic factors and hypoxia-inducible factor 1-alpha (HIF-1α) expression compared to neutrophils from the bone marrow and blood of the same mouse. This enhanced glycolytic signature was also observed in human PDAC tissue samples. Strikingly, neutrophil-specific deletion of HIF-1α (HIF-1αΔNφ) significantly reduced tumor burden and improved overall survival in orthotopic transplanted mice, by converting the pro-tumorigenic neutrophil phenotype to an anti-tumorigenic phenotype. This outcome was associated with elevated reactive oxygen species production and activated natural killer cells and CD8+ cytotoxic T cells compared to littermate control mice. These data suggest a role for HIF-1α in neutrophil metabolism, which could be exploited as a target for metabolic modulation in cancer.

## 1. Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a highly aggressive and comparably treatment-resistant pancreatic exocrine neoplasm [1]. Affected patients typically present with widespread metastases at the point of diagnosis, thus resulting in a poor prognosis [2]. Pancreatic cancer is the fourth leading cause of cancer-associated deaths worldwide with a 5-year survival rate of only 3–5%. Tumor cells undergo increased aerobic glycolysis compared to healthy cells and release tumor-derived metabolites, such as lactic acid, into the tumor microenvironment [3]. Pancreatic tumor cells specifically over-express glycolytic enzymes, such as hexokinase 2 (HK2), pyruvate dehydrogenase kinase isozyme 1 (PDK1) and lactate dehydrogenase A and B (LDHA, LDHB) compared to normal pancreatic cells [4]. Inevitably, ~80% of all pancreatic cancer patients are diagnosed with diabetes, and new-onset diabetes is thus recognized as an early manifestation of pancreatic cancer [5].

Myeloid cells constitute a large cellular niche in the tumor microenvironment and have critical roles in tumor progression and metastasis [6,7]. Conceptual progress over the past decade has revealed that, similar to tumor cells, these immune cells exhibit specific metabolic profiles that influence their immunological functions [8]. Thus, with immune cells playing an outsized role in modulating the tumor microenvironment, it is important to understand whether changes in the metabolic fate of these cells regulate their anti-tumoral or pro-tumoral properties. For example, we recently reported that inhibiting glycolysis in PDAC tumor-conditioned macrophages in vitro, using a competitive HK2 inhibitor (2-deoxyglucose), reversed their pro-metastatic phenotype [9]. Additionally, using an orthotopic mouse model of PDAC, we demonstrated that macrophages from tumor-bearing mice exhibited elevated glycolysis, and macrophage-specific deletion of glucose transporter 1 (GLUT1) significantly reduced tumor burden [10].

Large numbers of neutrophils infiltrate PDAC lesions, but little is known about their function and the underlying immunological mechanisms that promote tumor progression. Although originally perceived as short-lived, terminally differentiated effector cells, neutrophils are now being investigated for their plasticity and participation in cancer progression. Neutrophils have been shown to be important active players in pancreatic cancer progression [11]. For example, the infiltration of neutrophils has been deemed an indicator for distant metastasis as they promote the metastasis of circulating pancreatic tumor cells [12]. In addition, higher levels of macrophages and neutrophils in the tumor microenvironment were significantly associated with a lower survival rate of PDAC [13].

Neutrophils are glycolytic in nature and are strongly committed to anaerobic glycolysis for energy production [14] to enable its effector functions such as respiratory burst and chemotaxis [15]. Given the preferential use of anaerobic glycolysis as a means of generating energy for cellular activities, it is not surprising that neutrophils are well adapted to function in a hypoxic tumor environment where the oxygen and glucose supply is limited. This may be due to glycogen accumulation in neutrophils with evidence showing that inflammatory neutrophils exhibit a 10-fold increase in glycogen stores as compared to blood neutrophils. Glycogen accumulation and storage in these cells may enable them to be well suited in performing their effector function in the glucose-deficient tumor microenvironment [16].

Hypoxia-inducible factor 1-alpha (HIF-1α) activates the transcription of numerous genes to regulate a homeostatic cellular response to hypoxia [17,18]. Immune cells recruited to the hypoxic tumor microenvironment from the oxygen-rich bloodstream up-regulate HIF-1α expression. Here, HIF-1α regulates downstream immune effector functions and immune cell glycolytic capacity [18,19]. Given these key roles of HIF-1α in regulating the metabolic activity that drives tumor progression, it is critical to define the role of metabolism in directing immunity.

Cellular metabolism may be an important regulator of neutrophil effector function and differentiation. Understanding the mechanisms that underlie neutrophil metabolic status leading to a pro-tumoral phenotype may open new avenues for novel anti-tumor neutrophil reprogramming in which neutrophil homeostasis is restored and thereby limiting tumor initiation, growth and metastasis. Here, we addressed the question whether neutrophil commitment to a specific metabolic profile in PDAC influences neutrophil effector function and tumor progression.

## 2. Results

### 2.1. Pro-Tumoral Neutrophils Infiltrate the Pancreas of Tumor-Bearing Mice and Their Persistent Depletion Improves Tumor Outcomes

We first generated orthotopic PDAC tumors in mice by intra-pancreatic injection of tumor cells (1242 L) derived from KRASG12D/+; Trp53R172H/+; PDX-cre (KPC) mice [20]. These 1242 L tumor cells were transfected to stably express luciferase, which permits tracking of tumor progression over time. An increase in pancreas weight over time confirmed successful implantation and growth of tumor cells (Supplementary Figure S1a). Flow cytometry revealed a significant increase in Ly6G+ neutrophils in the blood (51.1% vs. 6.4%) and pancreas (25.1% vs. 1.3%) of orthotopic transplanted (OT) mice compared to sham, non-tumor bearing controls (Figure 1a, Supplementary Figure S1b,c). Furthermore, immunofluorescence (IF) staining confirmed that a large number of neutrophils infiltrated the pancreas of OT mice while little-to-no neutrophils were observed in the pancreas of sham controls (Figure 1b). 

We next aimed to determine the contribution of infiltrating neutrophils on tumor progression. The chemokine CXCR2 has been shown to mediate neutrophil migration to sites of inflammation. Consistent with previous findings [21], flow cytometric analysis indicated that neutrophils from the bone marrow and blood of OT mice expressed high levels of CXCR2 comparable to those of sham, non-tumor bearing controls. However, CXCR2 expression was downregulated on the infiltrating pancreatic neutrophils (Supplementary Figure S1d). To address the role of neutrophil CXCR2 expression in this model, we performed orthotopic transplantation of 1242 L cells into CXCR2−/− mice. We observed that neutrophil recruitment to the tumor was impaired compared to CXCR2+/+ WT OT controls (Figure 1c). Furthermore, these CXCR2−/− OT mice displayed a significant reduction in tumor burden at all time points (Figure 1d) and a significant extension in overall survival compared to CXCR2+/+ WT OT controls (Figure 1e). Taken together, results showed that CXCR2-dependent neutrophil infiltration is a key-contributing factor to poor disease outcomes.

On the basis of these findings, we considered the possible therapeutic potential of depleting these neutrophils in vivo using an α-Ly6G (1A8) antibody. Pancreatic neutrophils were 1A8 depleted for up to 21 days post transplantation of 1242 L cells, after which we observed a steady increase until day 28 (Figure 1f). Similar to CXCR2−/− OT mice, α-Ly6G-mediated neutrophil depletion resulted in a significant reduction in tumor burden at all time points measured post tumor transplantation compared to isotype-treated controls (Figure 1g). However, in contrast to CXCR2−/− OT mice, tumor growth recurred and accelerated between days 30 and 35 post transplantation, until the difference in pancreas weight between α-Ly6G-treated mice and controls was negligible by the day 35 timepoint (Figure 1g). The observed temporary tumor inhibition correlated with the temporary depletion of neutrophils from this model (Figure 1f). Moreover, the overall survival of α-Ly6G treated and untreated mice remained unchanged despite an initial delay in tumor progression (Figure 1h). In summary, these data suggest that Ly6G+ neutrophils are pro-tumoral, but α-Ly6G-mediated neutrophil depletion is insufficient to completely ablate neutrophil infiltration into the tumor. However, persistent neutrophil depletion in the tumor has the potential to markedly enhance survival in PDAC.

### 2.2. Pro-Tumoral Neutrophils Exhibit a Highly Glycolytic Signature and Are Adapted to a Hypoxic Tumor Microenvironment

While depleting neutrophils using α-Ly6G showed promise in delaying tumor growth kinetics, it remained unclear how tumor-infiltrating neutrophils were contributing to PDAC progression in this model. Tumor-infiltrating neutrophils are phenotypically different to those that circulate in the blood, as they significantly downregulate genes associated with cell-cytotoxicity and respiratory burst compared to naive neutrophils [22,23]. We thus sorted Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+ neutrophils from the bone marrow, blood and pancreatic tumors of OT mice and performed RNA sequencing to decipher the molecular signature of mature neutrophils in these three anatomical compartments. 

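RNA sequencing covered 9 libraries, 3 each of neutrophils sorted from the bone marrow, blood and pancreatic tumors of OT mice, in which pancreatic tumor cells had been transplanted into the pancreas. Each library was made from a pool of 5 mice, and the 3 libraries of a compartment came from independent experiments. The sample labels give day 27 and describe the bone marrow cells as high in Ly6G, whereas the paper gives the same gate for every compartment. The methods also mention a pool of WT mice, which is not analysed here. Full-length cDNA was made by the SMARTSeq v2 protocol. The authors mapped paired-end reads to the mouse genome GRCm38 with STAR and counted them per gene with featureCounts. They then calculated log2 FPKM for 46517 genes. These values were used as they stand, with no further pseudocount, since they already include a small constant for genes without reads. The steps between low values gave back whole numbers of reads for 46515 genes. The recovered reads per library ranged from 7108322 to 7948741 in bone marrow (median 7532679), from 4579451 to 6828548 in blood (median 5565140) and from 5446077 to 6968877 in tumor (median 6503714). The authors had scaled the library sizes by factors of 0.840 ± 0.043 (SD, n = 3) in bone marrow, 0.841 ± 0.023 (SD, n = 3) in blood and 1.15 ± 0.069 (SD, n = 3) in tumor, so tumor values are lower than plain totals would give. The FPKM length matched the genomic span of the gene for 84.8% of the genes with an identifier in GENCODE M21, so a given number of reads gives a lower FPKM in a gene with long introns. Genes with a log2 FPKM over 0 in at least 3 libraries were tested with limma, which left 7794 genes, of which the median gene had 195 reads per library. The 3 compartments were fitted together without further covariates, and p-values were adjusted by the Benjamini-Hochberg method. Correlations between libraries, over these genes, ranged from 0.875 to 0.933 within a compartment and from 0.415 to 0.793 between compartments. The libraries also held reads of genes that mark other cells. Marker genes of pancreatic tumor epithelium took between 2947 and 6293 RPM (reads on the list scaled to library size) in the tumor libraries, and between 8.02 and 149 in the others. The 10 markers of mature neutrophils took 47011 ± 693 RPM in bone marrow, 38429 ± 338 in blood and 13405 ± 991 in tumor (SD, n = 3 each).

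**Figure D1:**
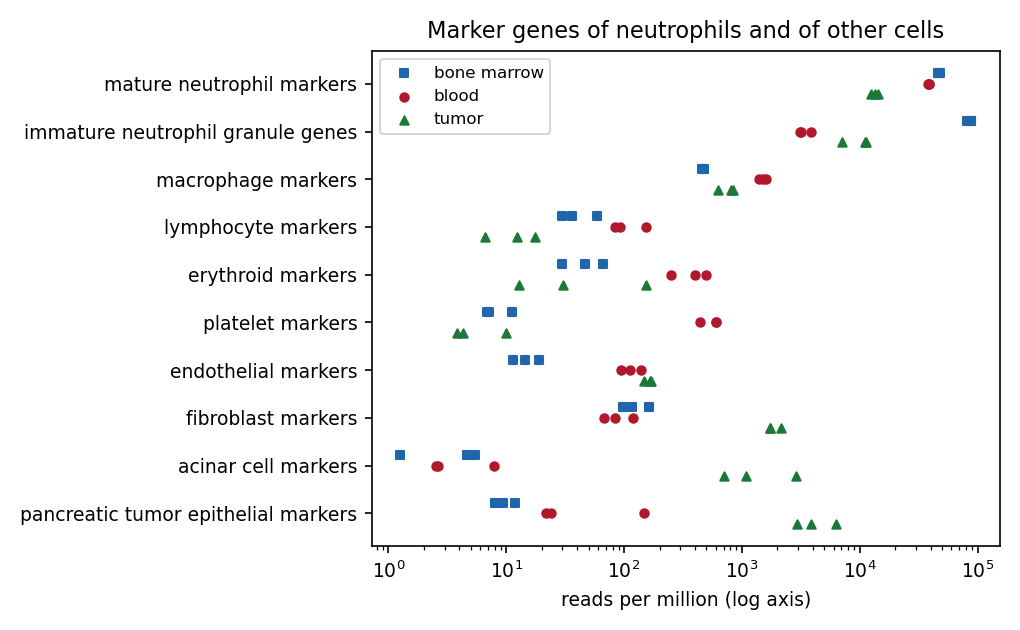
RPM on lists of marker genes, on a log axis, with 1 point for each of the 9 libraries. Squares are bone marrow, circles are blood and triangles are tumor. Marker genes of pancreatic tumor epithelium, acinar cells, fibroblasts and endothelium took more reads in each tumor library than in each other library, and platelet markers were highest in the 3 blood libraries.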

RNA sequencing data is available on GEO under accession number GSE114504. Principal component analysis of the transcriptomic data identified notable differences between the three groups, suggesting that the tumor microenvironment primes tumor-infiltrating neutrophils to display distinct gene signatures compared to their counterparts (Figure 2a). 

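The first principal component of the log2 FPKM values of the genes tested held 58.0% of the variance and the second held 22.4%. On the first component the tumor libraries lay at 128 ± 7.41 (SD, n = 3), far from bone marrow at -54.9 ± 7.96 (SD, n = 3) and blood at -73.5 ± 17.1 (SD, n = 3), which were close to each other. The second component separated bone marrow at 72.6 ± 3.78 (SD, n = 3) from blood at -65.8 ± 2.25 (SD, n = 3), with tumor between them at -6.84 ± 8.83 (SD, n = 3). The 3 compartments accounted for 79.6% of the sum of squares. This was the largest share among all 280 ways to split the 9 libraries into 3 groups of 3 (exact permutation test, one-sided, p = 0.00357, the smallest p this design allows), and the next split reached 63.3%. With only the 500 genes of largest variance, the first component rose to 74.5%. From this separation, the paper proposes that the tumor microenvironment primes infiltrating neutrophils toward a distinct gene signature.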

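Of the genes tested, 5738 (73.6%) differed between the 3 compartments at an adjusted p under 0.05 in limma's F-test. Tumor differed from blood in 4880 genes, 2194 higher and 2686 lower. Against bone marrow, 1745 genes were higher in tumor and 2566 were lower. Blood and bone marrow differed in 3446 genes. With plain library totals in place of the authors' scaling, chosen after seeing the data, the median log2 fold change of tumor over all genes rose by 0.45 against either compartment. The split then turned to 2891 higher and 1917 lower against blood, and to 2580 higher and 1654 lower against bone marrow. In 1287 genes the RNA was higher in tumor than in both other compartments, and in 1849 genes it was lower than in both. Both tumor contrasts use the same tumor libraries. Their log2 fold changes correlated at 0.769 over genes, where simulated unchanged groups gave 0.499 on average, and the simulations gave 0 genes that changed against both. The number of genes higher than in both moved most with limma-voom on the recovered reads of genes with at least 5 reads in any library, chosen after seeing the data, although the paper's methods name both steps. It gave 4118 genes higher than in both and 2339 lower. The number lower than in both moved most with an absolute log2 fold change of at least 1, to 1078 genes. The 5738 genes were grouped into 4 clusters by complete linkage of their z-scores. The cluster highest in tumor held 2008 genes with a mean z-score of 0.92 in tumor, 0.01 in bone marrow and -0.94 in blood. The cluster lowest in tumor held 2276 genes with a mean z-score of -1.09 in tumor, 0.27 in bone marrow and 0.82 in blood. The others were highest in bone marrow (728 genes) or lowest in bone marrow (726 genes).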

To understand the biological relevance of these underlying differences in gene expression, we generated a heatmap clustering of the differentially expressed genes between the neutrophils from the three compartments and identified four distinct gene clusters (Figure 2b). 

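Lists of genes fixed before the data were examined were compared with all other genes by camera, a limma test for gene lists with a preset correlation of 0.01. Across the 23 lists with enough genes, 14 passed an adjusted p of 0.05 in tumor against blood, 13 in tumor against bone marrow and 8 in blood against bone marrow. These counts include the genes of Figure 2d and 2e, which the study chose on these libraries, and lists of markers of other cells. The same calls held under fry, which tests a list by itself and not against the other genes. Since 73.6% of the genes tested differed between compartments, a pass under fry was easy to reach and adds little. None of the camera calls held when the correlation was estimated, a setting in which 4, 6 and 4 lists had an unadjusted p under 0.05. Among 104 genes of vesicle and protein transport (Vps, Snx, Rab, Sec, Cop and Ap families), the median log2 fold change of tumor was -0.55 against bone marrow (adjusted p = 0.00682; 11 genes higher and 55 lower) and -0.34 against blood (adjusted p = 0.133; 18 higher and 48 lower). With plain library totals, which raise all genes in tumor alike, these medians were -0.10 and 0.11. Compared with the other genes, the direction of the list stayed down, without passing against blood (adjusted p = 0.593, in a range from 1.79e-05 over the alternatives) or any longer against bone marrow (adjusted p = 0.083, in a range from 4.48e-06 to 0.203 over the alternatives). Against blood it passed with the filter on reads (adjusted p = 0.0498) and with fry. The 20 autophagy genes had a median of -0.73 against bone marrow (adjusted p = 0.0298; 13 lower) and -0.81 against blood (adjusted p = 0.0349; 12 lower), and with plain library totals -0.28 and -0.36. The autophagy list no longer passed in 4 of 23 alternatives against bone marrow and in 5 of 23 against blood. Among these were the stricter filter (adjusted p = 0.12 and 0.154), quantile normalization (0.0518 and 0.059), plain library totals (0.0779 and 0.099) and, against blood, the fit without tumor replicate 3 (0.0531), in ranges from 0.000194 to 0.397 and from 0.000158 to 0.4 over the alternatives. Adjusted over the list alone, the same numbers of transport and autophagy genes were lower. Of the genes past the threshold of the F-test, 39 of 78 transport genes and 11 of 18 autophagy genes were in the cluster lowest in tumor. Among the 5 genes lowest in tumor against both compartments, Alox15 (ENSMUSG00000018924.6, chromosome 11, 70344152 to 70352031, GRCm38) had 37 to 69 reads in each bone marrow and blood library and 2, 0 and 0 reads in tumor. Its log2 FPKM fell by at least 4.87 against blood and at least 4.05 against bone marrow. The others were Mrpl23-ps1, a pseudogene whose reads could be shared with its parent gene, 4833413E03Rik, Gm9898 and Khdc3, each with no more than 7 reads in any tumor library.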

Genes in cluster 1 were downregulated in tumor neutrophils and comprised genes involved in protein transport (GO:0015031), intracellular protein transport (GO:0006886), protein targeting to the vacuole (GO:0006623), nucleophagy (GO:0044804), and the adaptive immune response (GO:0002250) (Figure 2c). 

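Among genes of antigen presentation, the class II genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were lower in tumor than in blood and not lower than in bone marrow. Macrophage markers had the same order, with 469 RPM in bone marrow, 1507 in blood and 757 in tumor. Lymphocyte markers were also highest in blood, at 110 RPM, but lower in tumor (12.2) than in bone marrow (41.6). Whether the class II RNA came from neutrophils or from other cells was not tested. The log2 FPKM of Cd74 (ENSMUSG00000024610.13, chromosome 18, 60803848 to 60812652, GRCm38) was 2.25 ± 0.50 in bone marrow, 4.96 ± 0.49 in blood and 3.62 ± 0.35 in tumor (SD, n = 3 each). It fell by 1.34 from blood to tumor (standard error 0.33, limma adjusted p = 0.00828, and 0.0537 with plain library totals in a range from 0.000404 to 0.0537 over the alternatives) and was 1.38 higher in tumor than in bone marrow (standard error 0.33, adjusted p = 0.00855). H2-Ab1 (ENSMUSG00000073421.5, chromosome 17, 34257689 to 34269419) fell by 1.45 against blood (standard error 0.42, adjusted p = 0.0174) and rose by 1.24 against bone marrow (standard error 0.42, adjusted p = 0.0378). The fall no longer passed in 4 of 22 alternatives, which were plain library totals and the fits without blood replicate 1 (-1.21), without tumor replicate 2 (-1.36) and without tumor replicate 3 (-1.10), with adjusted p from 0.00137 to 0.0756 over the alternatives. The rise no longer passed in 8 of 22, among them the fits without bone marrow replicate 2 (log2 fold change 0.98) and without tumor replicate 1 (0.80), with adjusted p from 0.0113 to 0.121. H2-Eb1 also lost either call in some of the alternatives, and H2-Aa no longer passed against blood with plain library totals. Over the 11 genes tested of a list of class II and antigen presentation genes, the median log2 fold change was -1.12 against blood (camera adjusted p = 0.0751; 8 genes lower and 1 higher) and -0.03 against bone marrow (adjusted p = 0.414; 2 lower and 4 higher). Adjusted over the list alone, the counts were the same. Against blood the list passed in 7 of 23 alternatives, among them no filter (adjusted p = 0.000203), the filter on reads (0.000811), limma-voom on recovered reads (0.000456), fry (0.00559) and the fits without blood replicate 3 (0.0409) and without tumor replicate 1 (0.0308), in a range up to 0.591. With plain library totals the median against bone marrow was 0.42, and that against blood was -0.67.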

With regards to the latter, tumor neutrophils may modulate the adaptive immune response to indirectly enhance tumor progression (Figure 2c).

By contrast, genes in cluster 4 were upregulated in tumor neutrophils (Figure 2b) and consisted of genes involved in the positive regulation of cell division (GO:0051781), the chemokine-mediated signaling pathway (GO:0070098), the one-carbon metabolic process (GO:0006730), positive regulation of angiogenesis (GO:0045766), and positive regulation of cellular metabolic process (GO:0031325) (Figure 2c). 

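Of the gene lists, 4 relate to these processes. The 11 cell cycle genes tested had a median log2 fold change of 4.08 in tumor against blood (camera adjusted p = 1e-04; 10 higher), but -1.63 against bone marrow (adjusted p = 0.0661; 7 lower), so their RNA was highest in bone marrow. The second value passed in 10 of 23 alternatives, among them limma-voom on recovered reads (adjusted p = 1.71e-06) and the fits without blood replicate 1 (0.0104), 2 (0.0425) or 3 (0.0199), in a range up to 0.377. The 20 chemokine ligands and receptors had medians of 4.07 (adjusted p = 0.101, and 0.000713 with fry in a range up to 0.591 over the alternatives; 11 higher and 7 lower) and 4.05 (adjusted p = 0.000879; 12 higher and 2 lower). Among them, the log2 FPKM of Ccl3 (ENSMUSG00000000982.5, chromosome 11, 83647844 to 83649355, GRCm38) was 9.99 ± 0.59 in tumor, 2.97 ± 0.35 in blood and 2.71 ± 0.27 in bone marrow (SD, n = 3 each). This was a log2 fold change of 7.03 against blood (standard error 0.31, limma adjusted p = 2.65e-06). Cxcl2 (chromosome 5, 90903871 to 90905938) rose by 7.21 against blood and 5.70 against bone marrow, with 29983 to 52152 reads in the tumor libraries. The receptor gene Cxcr2 (chromosome 1, 74153989 to 74161246) changed in the other direction, by -2.39 against blood (standard error 0.14, adjusted p = 6.16e-06) and -1.12 against bone marrow (standard error 0.14, adjusted p = 0.000261). The 6 one-carbon folate enzymes tested had a median of 2.43 against blood (adjusted p = 0.0379; 5 higher and 1 lower) and 0.17 against bone marrow (adjusted p = 0.545; 3 higher and 1 lower). The call against blood was lost with the stricter filter (adjusted p = 0.282), plain library totals (0.0752), the estimated correlation and without tumor replicate 3 (0.0522), in a range from 3.23e-05 over the alternatives. Only 4 of 13 angiogenic factors passed the filter on low values, and their medians of 0.98 and 0.89 had adjusted p-values of 0.58 and 0.773. For all 4 lists the numbers of genes adjusted over the list alone were the same. The cluster highest in tumor held 10 cell cycle, 11 chemokine, 5 one-carbon and 2 angiogenic genes. The 5 genes highest in tumor against both compartments were Il23a, Cyr61, Plat, Tm4sf4 and Igfbp3. RNA from other cells stays open for genes nearly absent outside tumor and for the cell cycle genes. From tumor replicate 2 to replicate 3, 116 of 153 higher genes with under 5 reads in every other library changed within the range of other-cell markers. For cell cycle genes it was 11 of 12, in a comparison chosen after seeing the data. Il23a (ENSMUSG00000025383.1, chromosome 10, 128296139 to 128298752) had 471 to 954 reads in the tumor libraries and none in the 6 others, so it was at least 124-fold higher than in blood and at least 163.5-fold higher than in bone marrow.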

We focused our subsequent analysis on these up-regulated genes in cluster 4, to understand how they impact biological function and lead to poor tumor outcomes. Several cellular metabolic processes were up-regulated, suggesting a change in the metabolic signature of neutrophils that infiltrate the tumor. In particular, genes associated with the glycolytic process (GO: 0006096) were all induced in tumor neutrophils despite the fact that neutrophils are glycolytic by nature [14] (Figure 2d).

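As a list, genes of oxidative phosphorylation did not rise in tumor. Over the 54 genes tested of the Nduf, Uqcr, Cox and Atp5 families, the median log2 fold change was -0.03 against blood (camera adjusted p = 0.58; 12 higher and 13 lower) and -0.54 against bone marrow (adjusted p = 0.0204; 1 higher and 26 lower). The counts against blood were 10 and 12 when adjusted over the list alone. These medians moved to 0.42 and -0.09 with plain library totals, and the adjusted p against bone marrow was then 0.16. It was 0.284 with the stricter filter and 0.0839 without tumor replicate 2, in a range from 0.000121 to 0.589 over the alternatives. The fall in this list from bone marrow to blood was of similar size, with a median of -0.60 (adjusted p = 0.000226). Pdk1 (ENSMUSG00000006494.10, chromosome 2, 71873224 to 71903858, GRCm38) encodes a pyruvate dehydrogenase kinase. The log2 FPKM of Pdk1 was -1.25 ± 0.05 in bone marrow, -0.24 ± 0.60 in blood and 1.49 ± 0.30 in tumor (SD, n = 3 each). Its log2 fold change in tumor was 1.73 against blood (standard error 0.31, limma adjusted p = 0.00178) and 2.74 against bone marrow (standard error 0.31, adjusted p = 0.000198).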

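Of the 22 genes in Figure 2d, 16 passed the filter on low values. Their median log2 fold change in tumor was 2.46 against blood (camera adjusted p = 2.96e-06) and 2.05 against bone marrow (adjusted p = 4.04e-06). The mean of the tumor libraries was above both other means for all 22 genes, and in 18 each tumor library was above each of the 6 others. Genes not chosen on these libraries would do so by chance for a share of 0.0119, which is no null for genes that were. In limma, 12 genes were higher than in both compartments, and without the filter 15 of the 22 were. Hif1a did not pass the threshold against blood (log2 fold change 0.43, adjusted p = 0.0684), and Pgk1 (0.09, adjusted p = 0.615), Galk1 (1.46, adjusted p = 0.0819) and Eif6 (0.41, adjusted p = 0.0701) did not pass it against bone marrow. Adjusted over the list alone, 16 were higher than in blood and 14 than in bone marrow. These genes had been chosen in the study on the same libraries, so none of these counts and p-values is independent evidence that they are higher in tumor. One of the 22 genes, Hkdc1, had 3 reads or fewer in every bone marrow and blood library. A list of 19 glycolysis enzymes and glucose transporters gave a less uniform picture. The 17 genes tested had a median log2 fold change of 1.00 against blood (adjusted p = 0.0195; 10 higher and 3 lower) and 0.17 against bone marrow (adjusted p = 0.133; 8 higher and 5 lower), or 11 and 3, and 8 and 5, adjusted over the list alone. In tumor, 8 were higher than in both compartments. Tpi1 (ENSMUSG00000023456.13, chromosome 6, 124810586 to 124814296, GRCm38) had a log2 FPKM of 6.12 ± 0.06 in bone marrow, 5.38 ± 0.23 in blood and 8.24 ± 0.22 in tumor (SD, n = 3 each), a log2 fold change of 2.86 against blood (standard error 0.15, adjusted p = 4.35e-06). Hk2 (ENSMUSG00000000628.9, chromosome 6, 82725025 to 82774454) rose by 2.28 against blood (standard error 0.22, adjusted p = 6.78e-05). Ldha (ENSMUSG00000063229.13, chromosome 7, 46841475 to 46855627) rose by 1.41 (standard error 0.16, adjusted p = 0.00016) and 0.93 (standard error 0.16, adjusted p = 0.00169). By contrast, Slc2a3, Gpi1 and Hk3 were lower in tumor than in both, and Hk1 and Pkm were lower than in bone marrow only. Hk3 (ENSMUSG00000025877.13, chromosome 13, 55005985 to 55021385), which had more reads than Hk1 and Hk2 in every library, fell by 0.98 against blood (standard error 0.16, adjusted p = 0.000994) and by 2.01 against bone marrow (standard error 0.16, adjusted p = 2.93e-05). Aldoa, Gapdh and Eno1 did not pass the threshold against bone marrow. Gapdh was lower than in bone marrow with quantile normalization (adjusted p = 0.0116) and limma-voom on recovered reads (0.0144), while its direction was reversed with plain library totals (0.628). With plain library totals, Aldoa (adjusted p = 0.00152, in a range up to 0.884 over the alternatives) and Eno1 (0.00315, up to 0.918) were higher than in bone marrow.

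**Figure D2:**
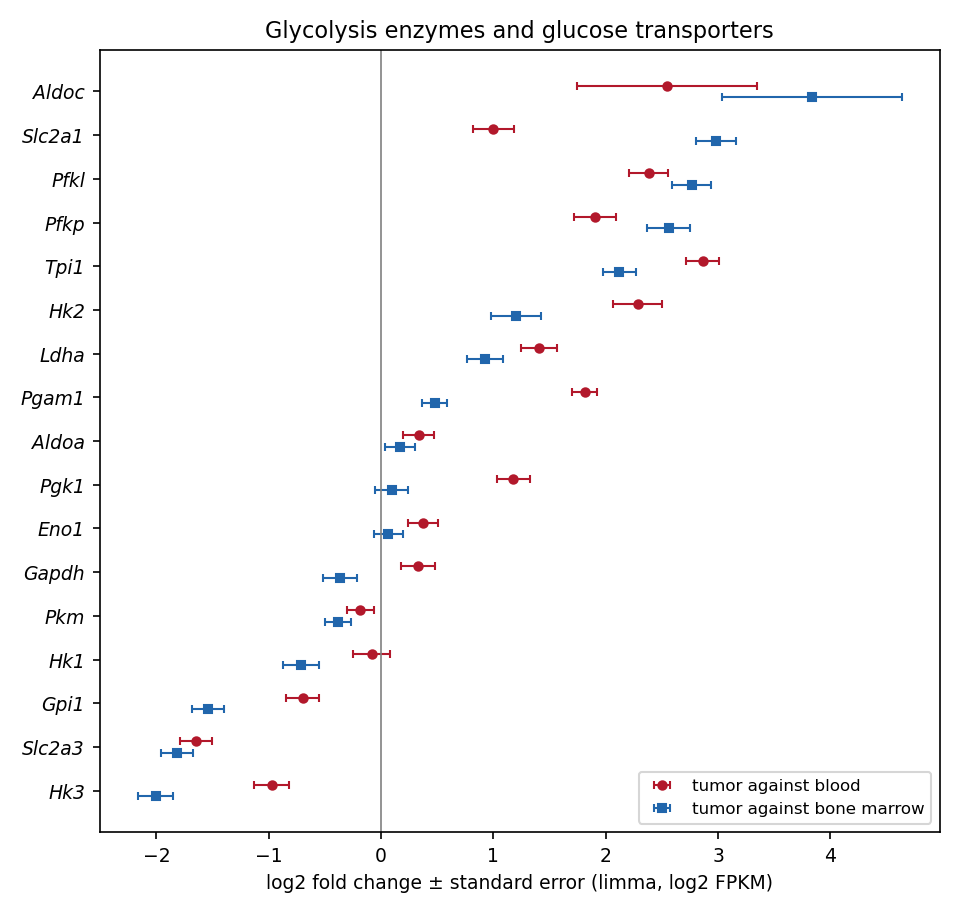
Log2 fold change of tumor against blood (red circles) and against bone marrow (blue squares) for the 17 glycolysis enzymes and glucose transporters tested, with bars for the standard error. Most genes lie above 0 against blood, and Hk3, Slc2a3 and Gpi1 lie below 0 in both contrasts.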

Under normal oxygen conditions, immune and normal epithelial cells consume less glucose and exhibit low HIF-1α expression [17]. However, a reduction in oxygen tension results in HIF-1α activation and enhancement of glycolytic rates [17]. Concomitant with the up-regulation of genes associated with glycolysis was the induction of hypoxia-related genes in tumor neutrophils compared to bone marrow and blood neutrophils (Figure 2e). Specifically, the HIF-1α gene was down-regulated in the bone marrow as compared to the blood and pancreatic tumors of OT mice (Supplementary Figure S2a). 

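Of the 32 genes in Figure 2e, 15 passed the filter on low values, with a median log2 fold change in tumor of 2.34 against blood (camera adjusted p = 6.69e-06) and 1.97 against bone marrow (adjusted p = 3.51e-06). The tumor mean was the highest for all 32, and in 28 each tumor library was above each of the 6 others. In limma, 11 were higher than in both compartments, and without the filter 26 of the 32 were. When adjusted over the list alone, 15 were higher than in blood and 13 than in bone marrow. None of these counts and p-values is independent evidence, because the genes had been chosen in the study on these libraries. At most 3 reads were counted in every bone marrow and blood library for 7 of them. Egr1 (ENSMUSG00000038418.7, chromosome 18, 34859823 to 34864984, GRCm38) rose most against blood among the genes tested, from a log2 FPKM of 0.97 ± 0.40 in blood to 8.91 ± 0.24 in tumor (SD, n = 3 each), the only compartment that was enzymatically digested. Hif1a did not pass the threshold against blood, and Suv39h1 (log2 fold change 0.06, standard error 0.26, adjusted p = 0.871), Hyou1 (0.72, adjusted p = 0.0606) and Plk3 (1.73, adjusted p = 0.156) did not pass it against bone marrow. A list of 28 HIF target genes outside glycolysis, which shares 6 genes with Figure 2d or 2e, had 21 genes tested. Their median was 1.77 against blood (adjusted p = 0.00038; 15 higher and 2 lower) and 2.21 against bone marrow (adjusted p = 5.58e-06; 15 higher and 2 lower). With p-values adjusted over the list alone, 15 and 16 were higher. In tumor, 13 of the 21 were higher than in both. Bnip3 (ENSMUSG00000078566.7, chromosome 7, 138890836 to 138909519) had a log2 FPKM of 1.53 ± 0.10 in bone marrow, 3.46 ± 0.17 in blood and 5.16 ± 0.40 in tumor (SD, n = 3 each). Its log2 fold change was 1.70 against blood (standard error 0.19, adjusted p = 0.000163) and 3.63 against bone marrow (standard error 0.19, adjusted p = 5.18e-06). Egln3 (ENSMUSG00000035105.5, chromosome 12, 54178981 to 54203860) rose by 2.95 (standard error 0.30, adjusted p = 9.36e-05) and 4.78 (standard error 0.30, adjusted p = 1.09e-05). Car9 (ENSMUSG00000028463.13, chromosome 4, 43506966 to 43513729) had at most 2 reads in each blood library and at least 667 in each tumor library, so it was at least 167.6-fold higher than in blood. Its log2 FPKM was 4.02, 3.71 and 4.51 in tumor replicates 1, 2 and 3, the same order as the reads of epithelial markers. By contrast, the 13 HIF targets higher than in both had a median log2 difference of -0.77 from replicate 2 to replicate 3. RNA from pancreatic tumor cells therefore stays open as a source of Car9.

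**Figure D3:**
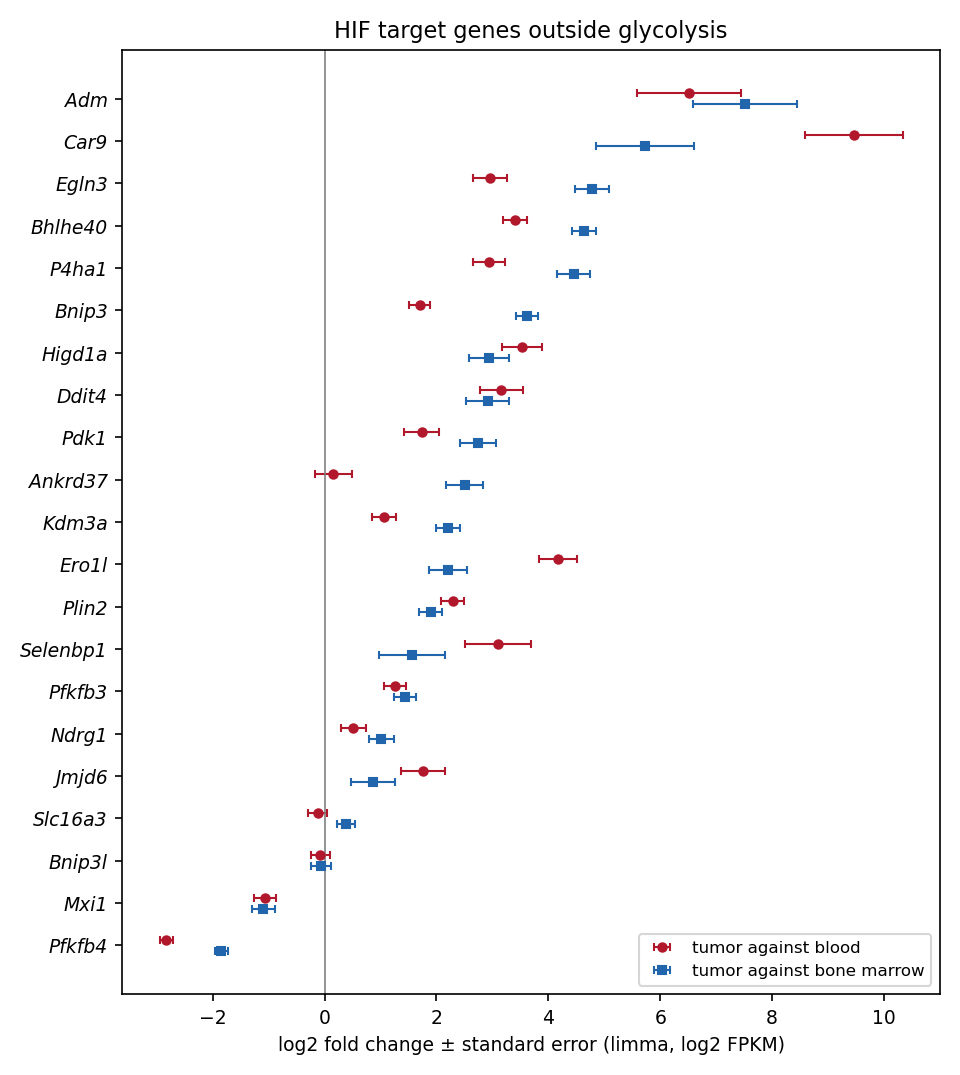
Log2 fold change of tumor against blood (red circles) and against bone marrow (blue squares) for the 21 HIF target genes outside glycolysis that were tested, with bars for the standard error. Most lie above 0 in both contrasts.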

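Hif1a (ENSMUSG00000021109.12) lies on chromosome 12 of GRCm38 from 73901375 to 73947530 and had 1090 to 3486 reads per library. Its log2 FPKM was 2.09 ± 0.06 in bone marrow, 2.71 ± 0.23 in blood and 3.13 ± 0.32 in tumor (SD, n = 3 each). Each blood and each tumor library was above each bone marrow library (exact two-sided permutation test, p = 0.1 for each comparison, the smallest p that 3 against 3 libraries allow). In limma, the log2 fold change was 1.05 for tumor against bone marrow (standard error 0.18, adjusted p = 0.00158) and 0.62 for blood against bone marrow (standard error 0.18, adjusted p = 0.0243). For tumor against blood it was 0.43 (standard error 0.18, adjusted p = 0.0684), and tumor replicate 3 was below blood replicate 3 (exact two-sided permutation test, p = 0.2). The difference between tumor and blood was past the threshold without tumor replicate 3 (0.61, adjusted p = 0.00839) and without blood replicate 3 (0.56, adjusted p = 0.0349), within a range of adjusted p from 0.00186 to 0.187 over the alternatives. The difference between blood and bone marrow was no longer past it when any of the bone marrow libraries or blood replicate 3 was left out, with log2 fold changes from 0.49 to 0.64 and adjusted p-values from 0.0553 to 0.0758. Over all alternatives that adjusted p ranged from 0.00705 to 0.0758.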

To confirm that tumor neutrophils indeed exhibited a pronounced glycolytic signature as well as enhanced HIF-1α expression, we assessed the protein expression of glucose transporter 1 (GLUT1; a glycolytic marker) and HIF-1α by immunofluorescence. Following previous published data by Colom et al. and Evrard et al., the neutrophil marker S100A9 was used [24,25]. Notably, neutrophils in the pancreatic tumor of OT mice co-expressed high levels of GLUT1 and HIF-1α (Figure 2f). As expected, little-to-no neutrophil infiltration was observed in the sham non-tumor bearing mice, as indicated by the lack of S100A9 staining (Supplementary Figure S2b,c).

Taken together, tumor-infiltrating neutrophils from pancreatic OT mice exhibit a strong glycolytic profile with up-regulated HIF-1α. This distinct metabolic signature led us to hypothesize that the pronounced glycolytic profile of tumor-infiltrating neutrophils may be mediating pro-tumoral activity and PDAC progression.

### 2.3. High Influx of Tumor-Infiltrating Neutrophils Expressing HIF-1α and Glycolytic Markers in PDAC Patients

To determine if our findings in the orthotopic mouse model of PDAC could be recapitulated in human PDAC, we assessed glycolytic marker expression in formalin-fixed paraffin-embedded (FFPE) tumor sections and adjacent matched normal tissues obtained from PDAC patients. We used a sequential, multiplex staining protocol [26] (Supplementary Figure S3a) in which six markers were analyzed simultaneously: CD15 (neutrophil marker), pan-cytokeratin (CK; tumor marker), HIF-1α, GLUT1 and HK2 (glycolytic markers), and DAPI (nuclear marker) (Figure 3a). We quantified the expression of glycolytic markers, HIF-1α, GLUT1 and HK2 as a percentage of total neutrophils determined by CD15 + CK- cells in the tumor sections and adjacent matched normal tissues. We then assessed whether CD15+ cells expressed one or more of the glycolytic markers (e.g., HIF-1α + GLUT1 + HK2+ subset).

Similar to our mouse in vivo data, we observed a significant 6.2-fold increase in infiltrating CD15+ neutrophils in patients with PDAC (9.44%) compared with adjacent matched normal tissue sections (1.52%) (Figure 3b). Given the up-regulation of glycolytic and hypoxia genes involved in our mouse model of PDAC (Figure 2d,e), we were interested to determine whether the CD15+ neutrophils in our PDAC patients co-expressed hypoxia and glycolytic markers (HIF-1α + GLUT1 + HK2+). Indeed, PDAC tumors showed a significant increase in the proportion of HIF-1α + GLUT1 + HK2+ neutrophils (19.26%) compared to adjacent matched normal tissue (6.31%) (Figure 3c). We then wanted to determine whether co-expression of two markers is sufficient to differentiate PDAC tumor tissue from adjacent matched normal tissue and assessed the proportion of neutrophils that were positive for two glycolytic markers. Here, only HIF-1α + GLUT1+ neutrophils were proportionally increased in PDAC tumor tissue (23.21%) compared to adjacent matched normal tissue (8.17%), while the proportion of HIF-1α + HK2+ and GLUT1 + HK2+ neutrophils was similar between the two groups (Figure 3d).

Surprisingly, HIF-1α neutrophil expression alone was sufficient to distinguish between PDAC (88.97%) and adjacent normal tissue (64.79%) (Figure 3e). As nuclear translocation of HIF-1α indicates activation, we also analyzed HIF-1α cellular localization in CD15 + HIF-1α+ neutrophils. We observed a higher proportion of CD15+ neutrophils with nuclear HIF-1α+ expression in PDAC patients compared with adjacent matched normal tissue and no difference in the proportion of CD15+ neutrophils with cytoplasmic HIF-1α+ expression (Supplementary Figure S3b,c). These data suggest that HIF-1α is activated in a larger proportion of neutrophils in PDAC tumor tissue compared with adjacent matched normal tissue. The percentage of GLUT1+ neutrophils was also increased in PDAC patients (24.3%) compared with adjacent matched normal tissue (14.72%) but did not reach statistical significance (Figure 3e). Finally, there was no difference in the percentage of neutrophils expressing the glycolytic marker HK2 between PDAC and adjacent matched normal tissue (Figure 3e).

These data show that HIF-1α+ neutrophil expression alone can differentiate between PDAC tumor tissue and adjacent matched normal control tissue. Consistent with our hypothesis that highly glycolytic neutrophils lead to poorer PDAC prognosis, both human and OT mouse data show that tumor-infiltrating neutrophils express elevated levels of HIF-1α+, are highly glycolytic and thus may have a role in driving PDAC progression.

### 2.4. Neutrophil-Specific HIF-1α Deletion Significantly Attenuates Tumor Burden

MRP8 is expressed in all mature granulocytes as they exit the bone marrow and 10–20% of granulocytic and monocytic progenitors [27]. Although MRP8 expression is a highly specific marker of the myeloid lineage from bone marrow myeloid precursors to mature neutrophils, it is lost when immature myeloid cells terminally differentiate into tissue macrophages [28]. MRP8 is therefore specifically expressed on neutrophils and not macrophages.

Based on the observed upregulation of HIF-1α neutrophil expression in PDAC patient tumor tissue, we next sought to address the role of neutrophil-derived HIF-1α in directing PDAC disease outcomes in vivo. We bred HIF-1αfl/fl mice with MRP8cre+ mice to generate mice with a neutrophil-specific deletion of HIF-1α (designated as HIF-1αΔNφ). HIF-1αΔNφ mice exhibited a ~50% reduction in HIF-1α expression in pancreatic neutrophils at the gene expression level (Supplementary Figure S4a). To determine if neutrophil viability, function and recruitment were affected by the specific HIF-1α ablation in HIF-1αΔNφ mice, we performed a viability assessment of PDAC neutrophils via flow cytometry from both littermate control (HIF-1αfl/fl) neutrophils and HIF-1αΔNφ OT mice and observed that both groups of mice have similar viability levels in the blood (Supplementary Figure S4b). However, in the tumor of HIF-1αΔNφ OT mice, there was a significant drop in viability as compared to the control group (Supplementary Figure S4c). This was not surprising as Walmsley et al. reported that HIF-1α mediates neutrophil survival under hypoxic conditions [18]. Although there was a change in viability, the percentage of infiltrating HIF-1αΔNφ neutrophils (21.5%) was comparable with that of littermate control neutrophils (26.3%) (Figure 4a), suggesting a possibility that the recruitment of neutrophils was altered to balance the effect of HIF-1α deletion on survival. In addition, we observed that there were no significant changes in the baseline levels of neutrophils between both sham littermate controls and HIF-1αΔNφ WT mice (Supplementary Figure S4d,e). Notably, no significant changes in gene expression were observed in CCL2 and CCL3, which regulate neutrophil recruitment, between HIF-1αΔNφ and littermate control neutrophils (Figure 4b). These findings support the observation of similar percentages of neutrophils infiltrating the pancreas between HIF-1αΔNφ and littermate control mice indicating that cell viability and recruitment to the tumor was not affected by loss of HIF-1α.

To determine the effects of loss of HIF-1α in neutrophils, we assessed cellular glycolytic capacity with the functional Glycostress Seahorse assay. HIF-1αΔNφ neutrophils showed a ~50% reduction in glycolytic capacity (Figure 4c), and key glycolytic enzymes including GLUT1, fructose biphosphate aldolase A (ALDOA), lactate dehydrogenase A (LDHA), hexokinase 1 (HK1) and hexokinase 2 (HK2) were notably downregulated (Supplementary Figure S4a).

Bioluminescence imaging (BLI) showed that HIF-1αΔNφ mice transplanted with OT tumors had a significantly reduced tumor burden across all time points compared to littermate controls (Figure 4d). This finding was supported by a ~50% reduction in tumor weight between HIF-1αΔNφ and control mice at 29 days post tumor transplantation, when animals were sacrificed (Figure 4e,f). This dramatic delay in tumor progression in HIF-1αΔNφ mice was accompanied by significantly improved overall survival (66 days) compared with littermate controls (46 days; Figure 4g). Collectively, these data indicate that specific HIF-1α deficiency in neutrophils decreased the glycolytic capability of neutrophils, leading to reduced tumor progression and improved survival of tumor bearing mice.

### 2.5. HIF-1α^ΔNφ^ Neutrophils Exert Direct Anti-Tumoral Effects

Given that HIF-1αΔNφ mice showed reduced tumor progression kinetics, we explored how HIF-1αΔNφ neutrophils may have contributed to active anti-tumoral immunity. Reactive oxygen species (ROS) have a known role in anti-tumoral immunity [29], and one of the main neutrophil effector functions is oxidative burst [30]. We therefore hypothesized that the reduced tumor burden in HIF-1αΔNφ mice may be due, in part, to increased ROS production. Indeed, we observed that tumor-infiltrating HIF-1αΔNφ neutrophils produced higher levels of intracellular ROS compared to HIF-1α-sufficient neutrophils (Figure 5a). To determine whether the increased production of ROS correlated with enhanced neutrophil cytotoxic ability, we performed a cytotoxic assay using pancreatic neutrophils isolated from OT HIF-1αΔNφ mice and littermate controls and incubated them with the 1242 L tumor cells that were used to produce the OT model. Remarkably, we observed a significant increase in the cytolytic activity of HIF-1αΔNφ neutrophils at a 10:1 effector:target cell ratio at all time points (Figure 5b). Pre-treatment of HIF-1αΔNφ neutrophils with N -acetyl-L-cysteine (a ROS inhibitor) before the cytotoxic assay resulted in ~27% decrease in tumor cell lysis (Figure 5c).

Taken together, these data suggest that HIF-1αΔNφ neutrophils may be eliciting their anti-tumoral effects via ROS production, thereby improving the overall survival of HIF-1αΔNφ tumor bearing mice.

### 2.6. HIF-1α^ΔNφ^ Neutrophils Modulate the Adaptive Immune Response to Elicit Anti-Tumoral Effects

In addition to the direct anti-tumoral effects on neutrophils observed in HIF-1αΔNφ mice, our transcriptomic analysis revealed a down-regulation of the adaptive immune response (GO:0002250) (Figure 2c). This effect could be due to tumor neutrophils exhibiting a more immunosuppressive phenotype. Indeed, we observed that the expression of arginase-1 (Arg-1) was significantly up-regulated in tumor compared to blood and bone marrow neutrophils (Figure 6a). 

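Outside the class II genes, Tap2 (ENSMUSG00000024339.11, chromosome 17, 34203527 to 34216321, GRCm38), which encodes a subunit of the peptide transporter of class I presentation, was lower in tumor than in both compartments, with log2 fold changes of -1.17 against blood (standard error 0.10, limma adjusted p = 4.48e-05) and -0.95 against bone marrow (standard error 0.10, adjusted p = 0.000163). Tap1 and Tapbp were lower than in blood, by -0.97 and -0.90, and did not differ from bone marrow (adjusted p = 0.884 and 0.249), where their direction was reversed with quantile normalization (adjusted p = 0.272 and 0.0586) and with plain library totals (0.0469 and 0.0104, so that both were higher in tumor). B2m differed from neither (adjusted p = 0.077 and 0.903), but was lower than in blood without tumor replicate 1 (log2 fold change -1.18, adjusted p = 0.00761) and with limma-voom on recovered reads (adjusted p = 0.0182, in a range from 0.00761 to 0.389 over the alternatives). The costimulatory gene Cd80 (ENSMUSG00000075122.4, chromosome 16, 38455561 to 38496335) changed in the other direction. Its log2 FPKM was -0.42 ± 0.18 in bone marrow, 0.98 ± 0.16 in blood and 2.38 ± 0.35 in tumor (SD, n = 3 each), a log2 fold change of 1.40 against blood (standard error 0.21, adjusted p = 0.000567).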

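Arg1 (ENSMUSG00000019987.8) lies on chromosome 10 of GRCm38 from 24915221 to 24927484. The bone marrow libraries had 4, 0 and 2 reads on it, the blood libraries 52, 31 and 40, and the tumor libraries 679, 1076 and 581. Its log2 FPKM was -5.95 ± 2.17 in bone marrow, -0.52 ± 0.62 in blood and 3.09 ± 0.48 in tumor (SD, n = 3 each). The log2 fold change of tumor was 3.61 against blood (standard error 0.98, limma adjusted p = 0.0127) and 9.05 against bone marrow (standard error 0.98, adjusted p = 0.000151). The second value rests on 6 reads in bone marrow and depends on how low values are treated, since a pseudocount of 1 gave 3.22. Each tumor library was above each blood library and each bone marrow library (exact two-sided permutation test, p = 0.1 for each, the smallest p possible). Both differences were past the threshold in every alternative. The log2 fold change of blood against bone marrow was 5.44 (standard error 0.98, adjusted p = 0.00311). It rests on the same 6 reads, and a pseudocount of 1 gave 0.75 (adjusted p = 0.0243, in a range from 0.000563 to 0.0243 over the alternatives).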

Arg-1 is a well-characterized immuno-suppressor, and a critical regulator of both innate and adaptive immunity [31]. In line with this, transcript analysis revealed that the expression of Arg-1 was significantly down-regulated in HIF-1αΔNφ neutrophils compared to WT OT neutrophils, suggesting that HIF-1αΔNφ neutrophils may be less immunosuppressive (Figure 6b). To address if this hypothesis was indeed the case, we assessed the production of cytokines by HIF-1αΔNφ neutrophils known to activate T-cell responses. Transcript analysis revealed an up-regulation of IL-12 and CCL5 in HIF-1αΔNφ neutrophils compared to littermate controls (Figure 6c). Consistent with the gene expression data, flow cytometry also revealed a significant up-regulation of IL-12 (Figure 6d) and TNF-α (Figure 6e) in HIF-1αΔNφ neutrophils compared to littermate controls.

### 2.7. Anti-Tumoral Effector Responses Are Supported by CD8+ T Cells and NK Cells Activation and Cytotoxicity

Given the increased IL-12 and TNF-α cytokine production in OT HIF-1αΔNφ neutrophils, we considered the possibility that delayed tumor growth in HIF-1αΔNφ mice may be supported by cytotoxic CD8+ T cell (CTL) and natural killer (NK) cell anti-tumoral effector functions. Here, we assessed lymphocyte infiltrates in the tumor according to the gating strategy, as shown in Supplementary Figure S5, and observed a significant increase in the percentage of CTLs (5.2% of total CD45+ cells) and NK cells (3.7%) in HIF-1αΔNφ compared with littermate controls (3.3% and 1.4%, respectively) (Figure 7a,b). In addition, both CTLs and NK cells had elevated levels of perforin (Figure 7c), granzyme B (Figure 7d) and IFNγ (Figure 7e) in HIF-1αΔNφ mice compared to littermate controls.

These data show that, in addition to the anti-tumoral properties of HIF-1αΔNφ neutrophils, tumor progression may also be restrained, in part, by HIF-1αΔNφ neutrophils enhancing the anti-tumoral cytotoxic effect of NK and CTLs. These data show for the first time that HIF-1α expression in neutrophils during PDAC progression promotes a pro-tumoral phenotype. Conditional knock out of HIF-1α in neutrophils was able to effectively reverse the neutrophil pro-tumoral phenotype towards an anti-tumoral one to improve outcomes.

## 3. Discussion

In the year 2000, six hallmarks were proposed that characterize all cancers: self-sufficiency in growth signals, insensitivity to anti-growth signals, evading programmed cell death, limitless replicative potential, sustained angiogenesis and tissue invasion and metastasis [32]. Over the past decade however, two additional emerging hallmarks have been suggested, including reprogramming of energy metabolism and evasion of immune destruction [33]. Many studies have shown that myeloid cells constitute a prominent niche in the tumor microenvironment and have critical roles in tumor progression and metastasis [34,35]. Here, we have started to address the relevance of these two hallmarks in the context of pancreatic cancer (PDAC) by exploring how neutrophil metabolism influences tumor progression. We found that neutrophils infiltrate pancreatic tumors in large numbers and that these neutrophils exhibit a pronounced glycolytic signature and express high levels of HIF-1α. Neutrophil-specific deletion of HIF-1α significantly reduced tumor burden and converted the tumor-infiltrating neutrophil from a pro-tumorigenic to an anti-tumorigenic phenotype, which was accompanied by increased numbers and activity of activated NK cells and CTLs (Supplementary Figure S6).

Neutrophils infiltrate tumors in a CXCR2-dependent manner [36] and comprise a significant proportion of infiltrating myeloid cells in cancerous tissues [37]. We confirmed this phenomenon in our pancreatic tumor model using CXCR2−/− OT mice, where we found little-to-no neutrophils infiltrate the tumor and a significantly reduced tumor burden. Although the pancreas weight was reduced by >2 fold in CXCR2−/− OT mice, the survival of these mice only improved marginally (9 days average increase in life expectancy). We hypothesize that this effect may be due in part to increased infiltration of IL-17 producing γδ T cells in CXCR2−/− OT mice as compared to controls. Indeed, it has been shown that γδ T cells are a major source of IL-17 in the cancer microenvironment, and IL-17 is a major contributor to tumor growth [38].

Given the potential for tumor inhibition observed in CXCR2−/− OT mice, we treated OT mice with an α-Ly6G antibody in a therapeutic attempt to block neutrophil recruitment. However, due to incomplete neutrophil depletion, the tumor kinetics re-accelerated in the α-Ly6G antibody depletion model, and treated mice eventually succumbed to tumor burden. This outcome is not surprising, given previous reports discussing the partial depletion of neutrophils using α-Ly6G [39,40].

Numerous studies have started to reveal the importance of immuno-metabolism in disease pathogenesis [41,42]. Activated immune cells exhibit specific metabolic profiles that modulate their downstream functions [43]. Altered cell metabolism that results in tumor initiation and growth has received renewed attention, and a functional role for HIF-1α in metastasis has been described [44]. HIF-1α has been shown to activate hypoxia-responsive genes as one of the major mediators of hypoxic response [45,46]. Under hypoxic conditions, HIF-1α can alter vascularization, angiogenesis, survival and metabolism [17,47]. In the context of cancer, HIF-1α may be a master transcriptional factor controlling cellular and developmental processes in response to the metabolic phenotype of the tumor cell [47,48]. In immune cells, HIF-1α increases the transcription of glycolytic enzymes and thus promotes the activation states of these cells and their response to hypoxia. For example, in LPS-activated macrophages [49] and Th17 T cells [50], HIF-1α signaling and aerobic glycolysis are two key features of activated immune cell status. Hypoxia leading to HIF-1α signaling has also been shown to regulate the immune suppression and the immunosuppressive function and differentiation of myeloid-derived suppressor cells (MDSCs) [51,52]. Corzo et al., reported that tumor MDSCs suppressed both antigen-specific and non-specific T cell activity with an up-regulation of Arg-1 and down-regulation of ROS. Exposure of spleen MDSCs to hypoxia resulted in the conversion of these cells to non-specific suppressors with HIF-1α being the main driver of their immunosuppressive effector functions [52].

As glycolysis is not the most effective way to generate cellular energy, we hypothesized that the increase in glycolysis observed in tumor-infiltrating neutrophils were enabling these cells to increase energy production. Our transcriptomic analysis of neutrophils from bone marrow, blood and tumors of OT mice found an up-regulation of glycolytic factors and HIF-1α expression specifically in tumor-infiltrating neutrophils and not neutrophils from the bone marrow or blood of the same mouse. 

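Blood and bone marrow neutrophils also differed from each other in some of these genes. In blood against bone marrow, the glycolysis enzymes had a median log2 fold change of -0.48 (camera adjusted p = 0.0661; 2 higher and 9 lower), and the HIF targets outside glycolysis had a median of 0.50 (adjusted p = 0.107; 9 higher and 2 lower). The counts adjusted over the list alone were the same. The fall of the glycolysis enzymes passed in 10 of 23 alternatives, among them quantile normalization (adjusted p = 0.00318), limma-voom on recovered reads (0.0116) and the fits without bone marrow replicate 3 (0.0425), blood replicate 2 (0.0413) or tumor replicate 2 (0.0361), in a range up to 0.689. The HIF targets passed with fry (0.0415, in a range from 0.0415 to 0.677). Slc2a1 (ENSMUSG00000028645.9, chromosome 4, 119108711 to 119137983, GRCm38), which encodes GLUT1, rose in steps. Its log2 FPKM was 1.95 ± 0.25 in bone marrow, 3.93 ± 0.04 in blood and 4.93 ± 0.31 in tumor (SD, n = 3 each). The log2 fold change was 1.00 for tumor against blood (standard error 0.18, limma adjusted p = 0.00161) and 1.98 for blood against bone marrow (standard error 0.18, adjusted p = 0.000123). Gpi1 (chromosome 7, 34201330 to 34230336) fell in the same order, from 6.65 ± 0.08 to 5.81 ± 0.10 and 5.11 ± 0.30.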

Our hypothesis is consistent with studies describing the involvement of HIF-1α in glycolysis and induction of immune-cell activation [53,54]. Neutrophils are glycolytic in nature and undergo a Warburg-like shift towards glycolysis as their main means of generating energy [54]. Together with the highly hypoxic tumor microenvironment, it is not surprising that we observed a high influx of HIF-1α-expressing neutrophils into the pancreas of OT mice.

Consistent with our in vivo PDAC mouse model, we detected high neutrophil numbers in the pancreatic tumors of PDAC patients. Specifically, we detected highly glycolytic HIF-1α + GLUT1+ infiltrating neutrophils in tumor tissue. This glycolytic signature of infiltrating immune cells is not without precedence as preliminary data from our lab suggest that tumor-infiltrating macrophages also exhibit increased glycolytic marker expression. In addition, only HIF-1α expressing neutrophils were significantly increased in proportion in the tumor tissue compared to GLUT1+ and HK2+ neutrophils, highlighting that HIF-1α may have an important role in tumor progression. Indeed, neutrophils isolated from HIF-1αΔNφ mice were less glycolytic and HIF-1αΔNφ mice were significantly protected from tumor burden compared to OT littermate controls. This effect was not due to differences in neutrophil numbers recruited to the tumor site, as no difference in the percentages of neutrophils was observed in HIF-1αΔNφ as compared to control mice. This finding suggests that HIF-1α is not required for neutrophil migration into the pancreas and is consistent with the literature showing that hypoxia inducible factors are dispensable for myeloid cell tracking during inflammation and hypoxia [55]. Neutrophil recruitment has been shown to be mediated by chemoattractants secreted by neutrophils such as CCL2, CCL3, CCL19 and CCL20 [11,56]. Specifically, we analyzed the level of CCL2 and CCL3 chemokines, partly required for neutrophil recruitment and activation [57], and found similar levels between HIF-1αΔNφ and littermate HIF-1αfl/fl control mice. While chronic inflammation promotes tumor progression, tumor cells themselves also attract immune cells via chemokines such as IL-8, CCL2 (MCP-1), CCL3 (MIP-1α), CCL5 (RANTES), CXCL6 (huGCP-2), and cytokines such as IL-1β, IL-6, TNFα, GM-CSF, and G-CSF, inducing inflammation [58]. As such, future work includes further interrogating the cancer–neutrophil crosstalk and the latter’s recruitment into the tumor to understand the effect of HIF-1α in tumorigenesis.

HIF-1αΔNφ reduced the rate of glycolysis and decreased the expression of Arg-1, an immunosuppressive molecule [59]. This reduction in Arg-1 (and an increase in CCL5) is strongly indicative of a pro-inflammatory phenotype. The increase in ROS production and cytotoxic activity alongside the production of IL-12 and TNF-α cytokines is consistent with previous studies [29,60]. These characteristics of HIF-1αΔNφ neutrophils promoted the anti-tumoral activity of CTLs and NK cells. It is possible that tumor-infiltrating CTLs and NK cells in HIF-1αΔNφ mice received the appropriate stimuli to activate their anti-tumoral effector functions to control tumor growth. This theory is in line with previous studies showing that anti-tumoral neutrophils promote CTL activation by producing T-cell activating and attracting cytokines and chemokines, such as IL-12, TNF-α, VEGF and CCL3 [61]; conversely, pro-tumoral neutrophils produce large amounts of Arg-1 that would inactivate T-cell effector functions [62].

The data taken together suggest that HIF-1αΔNφ neutrophils have anti-tumoral activity whereas WT OT neutrophils expressing high levels of HIF-1α (as found in PDAC tumors) have pro-tumoral activity. Inherent flexibility in neutrophil phenotype is not a novel phenomenon. Previous studies have shown that at least two different polarized populations of tumor-infiltrating neutrophils are possible [63]. Most strikingly, we found that ablating the glycolytic signature in HIF-1αΔNφ neutrophils alone was sufficient to elicit a change in their pro-tumoral phenotype in PDAC without affecting their ability to produce cytokines and undergo chemotaxis.

HIF-1 inhibitors have been developed that act upstream of HIF-1α protein synthesis, HIF-1α stabilization and dimerization and their interactions with other proteins [64]. However, therapeutic drugs that target cancer metabolism are complicated, as illustrated by the unexpected adverse effects that contribute to the failures of multiple Phase II and Phase III clinical trials, which may or may not be due to the highly hypoxic tumor environment and/or drug toxicity [65]. HIF-1α is involved in numerous signaling pathways, thus rendering it a complex molecule to target without causing off-target effects [64]. As such, no selective HIF-1α inhibitor has yet been clinically approved. Although targeting HIF-1α has its challenges, modulating HIF-1α, or its downstream effectors, can be therapeutically advantageous, as shown in some pre-clinical tumor models [66,67]. Our data also support that altering HIF-1α expression in the large population of pro-tumoral hypoxic neutrophils may be an excellent target not yet exploited in tumor biology.

However, a number of unanswered questions remain. Given the increase in CTL and NK cell anti-tumoral activities in HIF-1αΔNφ mice, an additional mechanism worth further interrogation is the mammalian target of rapamycin (mTOR) signaling pathway in these effector cells. mTOR has been shown to be a serine and threonine kinase playing a role in nutrient availability regulating cell metabolism, growth and survival in both myeloid and lymphoid cells [68]. Is the increased CTL and NK cell function associated with an increase in mTOR activity in the tumor microenvironment? Rapamycin, an mTOR inhibitor, has been reported to impair human NK cell proliferation, cytotoxicity and granzyme B expression [69]. There may be an increase in mTOR activity as mTOR complex 1 regulates NK cell effector function via enhancing glucose uptake and promoting aerobic glycolysis. In addition, mTOR complex 1 influences CTL effector responses controlling their expression of cytolytic effector molecules [70]. Similar to NK cells, an increase in mTOR activity in tumor infiltrating CTLs in HIF-1αΔNφ mice may be expected. However, addressing these questions pertaining to the mTOR pathway in these effector cells is beyond the scope of this manuscript.

In summary, our data highlights the importance of HIF-1α expression and glycolytic status in modulating immune-cell metabolism and suggests that modulators of these metabolic pathways could be potential new targets to restrict tumor progression in PDAC. We provide a link between increased glycolytic metabolism in myeloid cells, pro-tumoral activity and PDAC progression. Targeting the immune-cell metabolic pathway may shed light on differential neutrophil functions and the contribution of these cells to PDAC progression. A better understanding of the environmental cues and factors that drive neutrophil function will have important implications for cancer immunotherapy. Future research may focus on selectively enhancing these anti-tumor neutrophil sub-populations while modulating pro-tumoral sub-populations as a novel cancer therapeutic strategy.

## 4. Materials and Methods

### 4.1. Mice

Wild-type (WT) C57BL/6, CXCR2−/−, HIF-1αfl/fl and MRP8cre+ mice were obtained from The Jackson Laboratory, bred and maintained under specific pathogen-free (SPF) conditions in the Biological Resource Centre (BRC) of A*STAR, Singapore. HIF-1αfl/fl mice (The Jackson Laboratory, Bar Harbor, ME, USA) were a kind gift from Dr. Subhra K. Biswas at the Singapore Immunology Network. Male and female mice were used, and all experimental groups were gender-matched and age-matched. HIF-1αfl/fl and MRP8cre+ mice were crossed in-house to generate progeny with HIF-1α-deficient neutrophils (HIF-1αΔNφ). All experiments were performed under the approval of the Institutional Animal Care and Use Committee (IACUC, Singapore) of the BRC, in accordance with the guidelines of the Agri-Food and Veterinary Authority (AVA, Singapore) and the National Advisory Committee for Laboratory Animal Research (NACLAR, Singapore) of Singapore (IACUC protocol #171230). In some experiments, Ly-6G (Bio X Cell; Clone 1A8, BP0075) or isotype control antibody (Bio X Cell; BP0089) was administered via intraperitoneal (i.p.) injection at 200 ug per 20 g mouse three times per week.

### 4.2. Generation of Mouse 1242 Luciferase Stable Cell Line

The luciferase gene was amplified from the PGL3 basic vector (Promega, E1751) and sub-cloned into the ITR-CAG-DEST-IRES-puro-ITR plasmid (a kind gift from Dr. Marc Schmidt-Supprian, Technische Universität München, Munich, Germany). ITR-CAG-DEST-IRES-puro-ITR (control plasmid) or ITR-CAG-Luciferase-IRES-puro-ITR (luciferase plasmid) was mixed 1:1 with SB100X transposase and transiently transfected using Lipofectamine 2000 (Thermo Fisher Scientific, 11668027, Waltham, MA, USA) into the FC1242 pancreatic tumor cell line (kind gift from Dr. Dannielle Engle, Tuveson lab, Cold Spring Harbor Laboratory, Laurel Hollow, NY, USA), derived from KRASG12D/+; Trp53R172H/+; PDX-cre (KPC) mice, as previously described [20]. Three days post transfection, transfected pancreatic tumor cells were selected using 2 µg/mL puromycin for 1 week. Cells were assayed using a Luciferase Assay kit (Promega, E1483) to confirm constitutive luciferase expression. Transfected luciferase tumor cells were designated as 1242 L.

### 4.3. Generation of Orthotopic Pancreatic Tumor Model

Orthotopic tumors were generated in mice by intrapancreatic injection of 1242 L tumor cells. Specifically, tumor cells (1 × 10^5^) were resuspended in 50 µL 1:1 solution of PBS and growth factor reduced Matrigel (Corning, 354230, Corning, NY, USA). After laparotomy, the cell mixture was injected into the body of the pancreas using a 29-guage insulin needle, to form a visible bolus. Orthotopic transplanted (OT) mice were subcutaneously administered saline, buprenorphine (10 mg/kg) and enrofloxacin (Baytril, 1.5 mg/kg) for 2 days following the surgery. Mice were euthanized 27–30 days after surgery, and tumor weights were recorded.

### 4.4. In Vivo Bioluminescent Imaging (BLI)

Tumor progression was monitored in vivo using an IVIS Spectrum Imaging System (Perkin Elmer, Waltham, MA, USA). Mice were anesthetized with isoflurane and administered 100 µL D-Luciferin (5 mg/mL; Perkin Elmer) via i.p. injection. Mice were imaged at 1, 5, 15, and 30 s exposures. The bioluminescence signal for each mouse was quantified as “Total Flux” (photons/second) using the LivingImage Software from an exposure image where the signal was not saturated. Bioluminescent images shown in the figures were at captured at 15 s exposure.

### 4.5. Immunofluorescence

For paraffin-embedded mouse tissue sections, slides were dewaxed in xylene and dehydrated through an ethanol series before antigen retrieval using Citrate pH 6 Antigen Retrieval Buffer (eBioscience, 00-4955-58, San Diego, CA, USA). Mouse sections were stained in a 4-plex staining protocol (Perkin Elmer) in the following sequence: First cycle, primary antibody GLUT1 (Thermo Fisher Scientific, RB-9052-P1), secondary antibody anti-rabbit HRP (Dako, K4003, Glostrup, Denmark), followed by OPAL FITC dye (Perkin Elmer Life Sciences) with microwave treatment using Citrate pH 6 Antigen Retrieval Buffer (eBioscience, 00-4955-58). Second cycle, primary antibody S100A9 (Abcam, 105472, Cambridge, UK), secondary antibody anti-rat HRP (Thermo Fisher Scientific, 31470), followed by OPAL Cy3 dye (Perkin Elmer Life Sciences) with microwave treatment using Tris pH 9 (Dako, S2367). Third cycle, primary antibody HIF-1α (Novus Biologicals, NB100-105, Englewood, CO, USA), secondary antibody anti-mouse HRP (Dako, K4001), followed by OPAL Cy5 dye (Perkin Elmer Life Sciences) with microwave treatment using Citrate pH 6 Antigen Retrieval Buffer. Finally, all sections were counterstained with DAPI (Sigma Life Science, D9542-5MG, St. Louis, MO, USA) and mounted. Immunofluorescence images were acquired under a confocal microscope. At least 10 images in regions of interest were taken per mouse section, and quantifications were performed using TissueQuest Analysis Software (TissueGnostics GmbH, Vienna, Austria).

### 4.6. Tissue Preparation and Dissociation

Tumors and pancreata were dissected from mice, collected in ice-cold 1 × PBS and finely minced with scissors in 15-mL scintillation vials. Enzymatic tissue digestion was performed using collagenase type IV (C5138, Sigma) and 0.5 mg/mL DNase I (Sigma, DN25) in complete DMEM (cDMEM) containing 4500 mg/L glucose and supplemented with 10% FBS (Life Technologies) and 1 × penicillin-streptomycin (PAN Biotech) for 30 min at 37 °C. A single-cell suspension was obtained by dissociating the pancreas through a 70-µm filter. Whole blood was collected by cardiac puncture and lysed in red blood cell lysis solution (155 mM ammonium chloride, 10 mM potassium bicarbonate and 0.1 mM EDTA) prior to flow cytometry staining.

### 4.7. Flow Cytometry

Single-cell suspensions of dissociated pancreata were resuspended in FACS buffer (10% fetal calf serum, 5% human serum and 0.01% sodium azide in PBS) with 0.5 mg/mL DNase I. After Fc receptor blockade with anti-FcγRIII/II (BD Biosciences, Franklin Lakes, NJ, USA), cells were stained with DAPI (Sigma Life Science, D9542), and surface stained with a myeloid or lymphoid mouse antibody panel. Myeloid cell panel consisted of: CD45 (Biolegend, 103120, San Diego, CA, USA), CD11b (Biolegend, 101239), I-A/I-E (Biolegend, 107622), Ly6G (Biolegend, 127614), Ly6C (Biolegend, 128026), CD24 (Biolegend, 101820), CD11c (Biolegend, 117318), CD64 (Biolegend, 139304), CXCR2 (Biolegend, 149604) and F4/80 (Biolegend, 123146), together with exclusion lineage markers CD3e (BD Biosciences, 553062), NK1.1 (BD Biosciences, 108706) and CD19 (BD Biosciences, 115506). Lymphoid cell panel consisted of: CD45 (BD Biosciences, 564279), CD90.2 (Biolegend, 105328), CD3e (Biolegend, 100312), CD4 (Biolegend, 100547), CD8a (eBiosciences 48-0081-82), CD25 (Biolegend, 102016), CD19 (BD Biosciences, 652291), NK1.1 (BD Biosciences, 108706), CD44 (Biolegend, 103032) and CD62L (Biolegend, 103326).

For intracellular (IC) cytokine staining, single-cell pancreata suspensions were stimulated with 100 ng/mL LPS (myeloid cell panel), or 10 ng/mL PMA and 1 µM ionomycin (lymphocyte cell panel), together with Golgi Plug (BD Biosciences, 555029) for 4 h and then stained with a myeloid or lymphoid IC antibody panel. Myeloid IC cell panel included: IL-12 (Biolegend, 560564) and TNFα (eBiosciences, 12-7321-82). Lymphoid IC cell panel included: Granzyme B (Biolegend, 515403), Perforin (eBiosciences, 12-9392-82) and IFNγ (BD Biosciences, 563854).

### 4.8. Total Reactive Oxygen Species (ROS) Measurements

Real-time ROS generation was measured using 1 µM Oxidative Stress Detection Reagent from the Total Reactive Oxygen Species Detection Kit (Enzo LifeSciences, ENZ-51010, Farmingdale, NY, USA) according to the manufacturer’s protocol. Neutrophils were incubated with the oxidative stress detection reagent for 0 and 15 min and then analyzed using a flow cytometer (BD Biosciences). Pyocyanin (100 µM) was used as a positive control to induce ROS.

### 4.9. Transcriptomics

Bone marrow, blood and tumor neutrophils were sorted based on their expression of Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+ from a pool of 10 WT and 5 OT mice per experiment, respectively. Total RNA was isolated by double extraction, first with acid guanidinium thiocyanate-phenol-chloroform (TRIzol, Thermo Fisher Scientific, Waltham, MA, USA) and then by a Qiagen RNeasy Micro clean-up procedure (Qiagen, Hilden, Germany). All RNAs were analyzed on an Agilent Bioanalyzer (Agilent, Santa Clara, CA, USA) for quality assessment; the RNA Integrity Number (RIN) ranged from 7.8 to 10, with a median of 9.3. cDNA libraries were prepared using 2 ng total RNA and 1 uL of a 1:50,000 dilution of ERCC RNA Spike-In Controls (Ambion^®^ Thermo Fisher Scientific) using the SMARTSeq v2 protocol with the following modifications: (1) use of 20 µM TSO, (2) use of 250 pg cDNA with 1/5 reaction of Illumina Nextera XT kit (Illumina, San Diego, CA, USA). The length distribution of the cDNA libraries was monitored using a DNA High Sensitivity Reagent Kit on a Perkin Elmer Labchip GX system (Perkin Elmer, Waltham, MA, USA). All samples were subjected to an indexed PE sequencing run of 2 × 151 cycles on an Illumina HiSeq 4000 (32 samples/lane).

Paired-end reads were mapped to the Mouse GRCm38/mm10 reference genome using the STAR alignment tool. Mapped reads were summarized to the gene level using featureCounts software and the GENCODE M7 release gene annotation. Genes with read count <5 in all samples were removed from further analyses. The limma-voom pipeline was used for differentially expressed gene analysis. Differentially expressed genes were selected with Benjamini–Hochberg adjusted *p*-values < 0.05. Hierarchical clustering and principal component analysis (PCA) was performed using the log2 transformed values of fragments reads per kilobase of transcript per million mapped reads (FPKM). Heat maps were generated with row/gene-based z-score values computed from these log2 FPKM values. Gene ontology (GO) analyses were performed using the topGO Bioconductor package. All RNA-sequencing analyses were performed in R-3.3.3 (R Core Team, 2013, Vienna, Austria).

### 4.10. Seahorse Extracellular Flux Assay

The neutrophil extracellular acidification rate (ECAR, mpH/min) was analyzed using an XFe96 extracellular flux analyzer Glycolysis Stress Test Kit (Seahorse Bioscience, 102194-100, North Billerica, MA, USA), according to the manufacturer’s instructions. All media and injected reagents were adjusted to pH 7.4. Neutrophils were harvested, sorted and resuspended in ECAR medium (DMEM base (no bicarbonate) with 2 mM L-glutamine, 143 mM NaCl, and 0.5% phenol red (pH 7.35)) and seeded in the Seahorse XF-96-well plate coated with poly-l-lysine at a density of 0.3 × 10^6^ cells per well. Cells were starved and incubated at 37 °C in a non-CO_2_ incubator for 1 h prior to the start of the assay. Three baseline ECAR measurements were made before sequential injection of glycolysis drugs. The assay consisted of four stages: (1) basal (no drugs), (2) induction of glycolysis (10 mM glucose), (3) induction of maximal glycolysis (5 µM oligomycin), and (4) inhibition of glycolysis (100 mM 2DG). Glycolytic capacity was calculated by subtracting the “mean basal ECAR values” from the “mean highest ECAR values induced by oligomycin”. At least three replicates were performed for each group.

### 4.11. Cell Cytotoxicity Assay

Cell cytotoxicity was assessed using DELFIA^®^ Technology (Perkin Elmer), according to manufacturer’s protocol. Briefly, neutrophils were sorted based on their expression of Dapi-CD45+ Lin (CD3/B220/NK1.1) − Ly6G + Ly6C+ and used as effector cells. The target 1242 L tumor cells were washed once with cDMEM, and the number of cells was adjusted to 1 × 10^6^/mL. Then, 3 mL cells in cDMEM were added to 5 μL DELFIA BATDA reagent (Perkin Elmer, C136-100) and incubated for 25 min at 37 °C before washing three times prior to the assay. Effector:target cells were co-cultured at a 10:1 ratio and measured for cytotoxic activity at 2 h, 4 h and 6 h. In some experiments, effector cells were treated with 5 mM ROS inhibitor, N-acetyl-L-cysteine (Enzo Life Sciences, ENZ-51010), for 30 min at 37 °C prior to the start of assay. The background cytotoxicity level was calculated from culture medium alone without cells, the spontaneous release was calculated from target cells alone without effector cells, and the maximum release was calculated from target cells supplemented with 10 μL lysis buffer (Perkin Elmer, 4005-0010). After incubation for different times at 37 °C, 20 μL supernatant from the sample wells was transferred to a black flat-bottom plate, to which 200 μL Europium solution (Perkin Elmer, C135-100) was added and incubated for 15 min at room temperature on a shaker. The Europium signal was then measured on an EnVision 2104 Multilabel Reader (PerkinElmer, 2104-0020). The percentage of specific release was calculated as follows: (experimental release—spontaneous release)/(maximum release—spontaneous release) × 100.

### 4.12. Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCR)

Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+ neutrophils were lysed in 1 mL QIAzol Lysis Reagent (Qiagen, Hilden, Germany) and then incubated with 200 μL chloroform. Total RNA was isolated from the cells using an miRNeasy Mini Kit (Qiagen) with on-column DNase I digestion using an RNase-Free DNase Set (Qiagen). DNase-treated total RNA was reverse-transcribed to cDNA using an iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Gene expression quantifications were performed in 384-well plates on a 7900HT FAST Real-time PCR (Applied Biosystems, Waltham, MA, USA) instrument. Arg-1, IL-12, CCL5, CCL2, CCL3, GLUT1, HK1, HK2, GPI, ALDOA, LDHA, HIF-1α, and β-actin expression was determined by qPCR with KAPA Sybr FAST ABI Prism 2× qPCR Master Mix (KAPA Biosystems, Wilmington, MA, USA) using an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems). All qPCR reactions were performed in triplicate, and relative gene expression values were calculated by CT method using averaged CT values and by normalizing to β-actin. Data were then plotted as fold change to the control groups. Supplementary Table S1 details the qPCR primer sequences.

### 4.13. Multiplex Quantitative Immunofluorescence (IF) Staining and Analysis

Three PDAC patient cohorts were obtained from the Stanford Medical Center, National Cancer Centre Singapore (SingHealth CIRB 2012/879/B) and National Cancer Institute Singapore (DSRB 2012/00939). The Institutional Review Board of Singapore approved collection of the Singaporean patient sections. PDAC human tissue formalin-fixed paraffin-embedded sections were stained in a 6-plex staining protocol (Perkin Elmer) in the following sequence: First cycle, primary antibody anti-pan cytokeratin 1:50 (Abcam, 27988), secondary antibody anti-mouse HRP (Dako, K4001), followed by OPAL 520 (Perkin Elmer Life Sciences) with microwave treatment using Citrate pH 6 Antigen Retrieval Buffer (eBioscience, 00-4955-58). Second cycle, primary antibody anti-GLUT1 1:200 (Thermo Fisher Scientific, RB-9052-P1), secondary antibody anti-rabbit HRP (Dako, K4003), followed by OPAL 540 (Perkin Elmer Life Sciences) with microwave treatment using Citrate pH 6 Antigen Retrieval Buffer. Third cycle, primary antibody anti-HK2 1:150 (Abcam, 104836) 1:200 (Abcam, 188571), secondary antibody anti-rabbit HRP (Dako, K4003), followed by OPAL 620 (Perkin Elmer Life Sciences) with microwave treatment using Tris pH 9 (Dako, S2367). Fourth cycle, primary antibody anti-HIF-1α 1:100 (Novus Biologicals, NB100-105), secondary antibody anti-mouse HRP (Dako, K4001), followed by OPAL 650 (Perkin Elmer Life Sciences, FP1168) with microwave treatment using Citrate pH 6 Antigen Retrieval Buffer. Fifth cycle, primary antibody CD15 1:50 (Abcam, MY-5), secondary antibody anti-mouse HRP (Dako, K4001), followed by OPAL 690 (Perkin Elmer Life Sciences, FP1171) with microwave treatment using Citrate pH 6 Antigen Retrieval Buffer (eBioscience, 00-4955-58). Finally, all sections were counterstained with DAPI (Sigma Life Science, D9542-5MG) and mounted.

At least 20 multispectral images in regions of interest were captured per patient tissue section using the Vectra Workstation (Perkin Elmer). InForm Version 2.3 software (Perkin Elmer) was used to phenotype cells and quantify the protein expression levels using multispectral fluorescence analysis and spectral unmixing [71]. All analyses were based on the “Entire Cell Total Normalized Counts” and “Nucleus Total Normalized Counts” or “Cytoplasm Total Normalized Counts” generated by the InForm software. Using in-house unpublished codes, the association of cell subset co-localization expression (for example, CD15 + HIF-1α+) between matched normal and PDAC patients was analyzed. All analyses and visualizations were performed using the R statistical language (v3.3.1).

### 4.14. Statistics

Data are presented as means ± standard error of the mean (SEM) and were generated in GraphPad Prism v7.0a. Statistical significance was determined by the Student’s *t*-test (two-tailed) or by one-way ANOVA, Tukey’s multiple comparisons test, and a *p*-value < 0.05 was considered statistically significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Survival curves in mice were calculated using Kaplan–Meier analysis, and significance in survival was determined using the log-rank test. Transcriptomic DEGs were selected using the Benjamini–Hochberg adjusted *p*-values of <0.05. For IF analysis of PDAC patient samples, a Kruskal–Wallis rank sum test was performed to examine if the composition of a cell subset (CD15 + HIF-1α+) was significantly different between any stage. A Student’s *t*-test (two-tailed) was performed to determine differences between matched normal and PDAC patients.

## Figures and Tables

**Figure 1:**
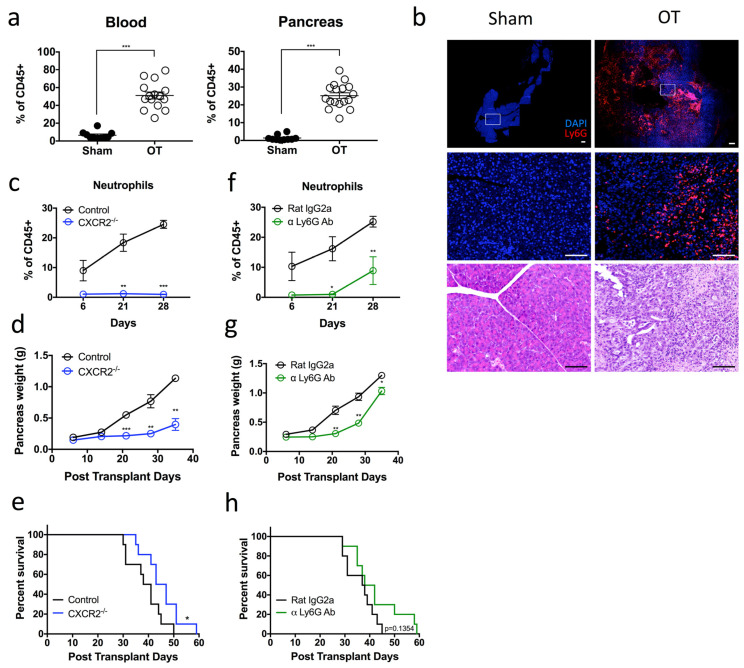
Pro-tumoral neutrophils infiltrate the pancreas of tumor-bearing mice and their persistent depletion improves tumor outcomes (**a**) Pancreatic tumors were harvested from day 28 tumor-bearing orthotopic transplanted (OT) mice, and the composition of the myeloid cell populations was assessed by flow cytometry. Scatter plot of neutrophils [Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+] that infiltrate the pancreas are plotted as a percentage of total CD45+ cells, from OT (open circles) and age-matched sham non-tumor bearing controls (black circles). OT *n* = 15–17, sham *n* = 10; pooled from three independent experiments. (**b**) OT and control mice pancreata sections were stained for Dapi (blue) and Ly6G (red) expression. Representative immunofluorescence and H&E images of *n* = 3 experiments for each group. Scale bar = 100 µM. (**c**–**e**) Orthotopic tumors were generated in CXCR2−/− (blue circles) or control (black circles) mice. (**c**) Neutrophil infiltration into the pancreas was monitored at 6, 21 and 28 days post transplantation (CXCR2−/− *n* = 4, controls *n* = 7 per experiment for each time point). (**d**) Scatter plot of orthotopic tumor weights at 6, 14, 21, 28 and 35 days post transplantation (*n* = 3 mice per experiment for each time point). (**e**) Kaplan–Meier survival analysis of CXCR2−/− OT mice compared with control OT mice (*n* = 10). (**f**,**g**) OT mice were treated with α Ly-6G antibody (green) or isotype control antibody (black) via intraperitoneal (i.p.) injection thrice per week. (**f**) Neutrophil infiltration into the pancreas (plotted as a percentage of total CD45+ cells) was monitored at 6, 21 and 28 days post transplantation (*n* = 3–5 mice per experiment for each time point). (**g**) Scatter plot of orthotopic tumor weights at 6, 14, 21, 28 and 35 days post transplantation (*n* = 3 mice per experiment for each time point). (**h**) Kaplan–Meier survival analysis of α Ly-6G treated mice compared with isotype control treated mice (*n* = 10). Data represent the means ± SEM, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 by unpaired student’s *t*-test with a 95% confidence interval.

**Figure 2:**
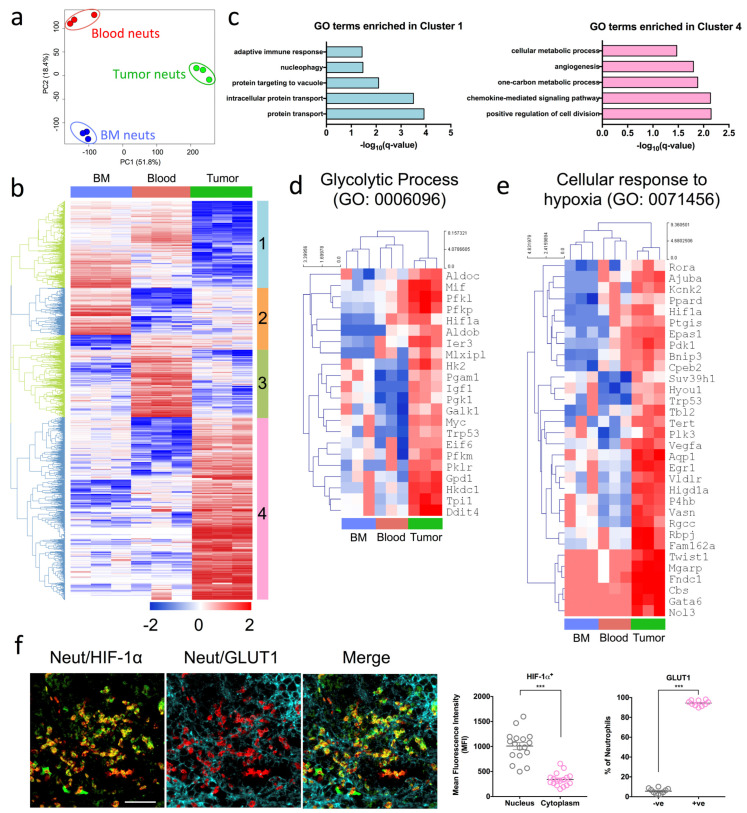
Pro-tumoral neutrophils exhibit a highly glycolytic signature and are adapted to a hypoxic tumor microenvironment (**a**–**e**) Bone marrow (BM), blood and tumor neutrophils were sorted based on their expression of Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+ (orthotopic transplanted [OT] *n* = 5 mice pooled, three independent experiments). Hierarchical clustering and principal component analysis (PCA) were performed with log2–transformed values. (**a**) PCA plots of transcriptomic data of BM, blood and tumor neutrophils respectively. (**b**) Heat map of the differentially expressed genes selected with Benjamini–Hochberg adjusted *p*-values < 0.05. Four gene clusters (1 to 4) were manually defined and exported for gene ontology (GO) biological process analysis. (**c**) GO biological process terms enriched in clusters 1 (**left**) and 4 (**right**). (**d**,**e**) Expression of genes with row/gene-based z-score values (log2 FPKM) of cluster 4-associated genes across all sorted populations encoding (**d**) GO: 0006096—Glycolytic process and (**e**) GO: 0071456—Cellular response to hypoxia. (**f**) Representative immunofluorescence staining of pancreas sections from OT mice stained with Dapi (blue), S100A9 (red) neutrophil marker, and HIF-1α (green) and GLUT1 (cyan) glycolytic markers. Immunofluorescence images shown are representative images of *n* = 3 mice, and 10–15 fields of view. Scale bar = 100 µM. Scatter plots represent the mean fluorescence intensity (MFI) of HIF-1α+ neutrophils staining in the nucleus and cytoplasm, and percentage of GLUT1 expressing neutrophils in the tumor. Data represent the means ± SEM, *** *p* < 0.001 by unpaired Student’s *t*-test with a 95% confidence interval.

**Figure 3:**
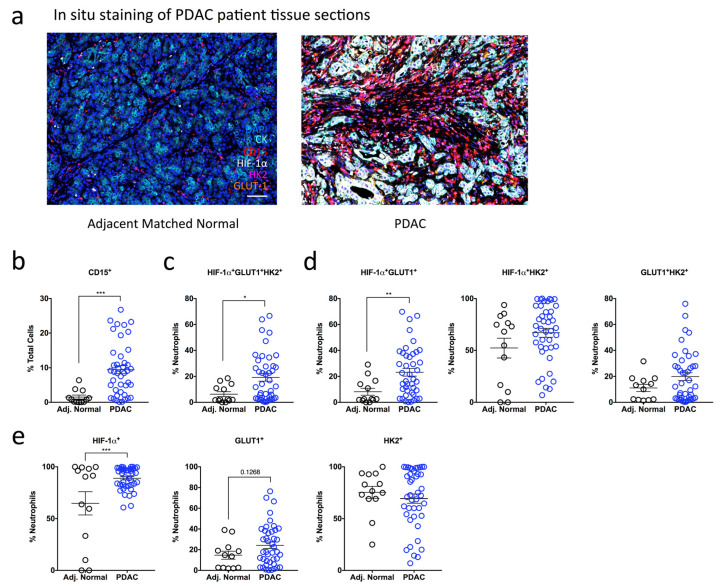
High influx of tumor-infiltrating neutrophils expressing HIF-1α and glycolytic markers in PDAC patients (**a**) A sequential, multiplex, immunofluorescence staining panel consisting of a neutrophil marker (CD15), pancreatic epithelial cell marker (CK), and metabolic markers (HIF-1α, GLUT1 and HK2) was used to stain formalin-fixed paraffin-embedded pancreatic sections obtained from multi-center patient cohorts. Images are representative of matched normal adjacent tissue (*n* = 13) and PDAC patient tumor tissue (*n* = 42). Dapi (blue), CK (cyan), CD15 (red), HIF-1α (white), HK2 (magenta), GLUT1 (orange). Scale bar = 100 µM. (**b**) Scatter plot showing the total influx of neutrophils in PDAC patient sections (blue clear) compared to matched normal controls (black clear) as a % of total Dapi+ cells. (**c**–**e**) The expression of multiple metabolic markers was quantified using Inform Software and assessed in PDAC patient tissue compared to adjacent matched normal control tissue. (**c**) Scatter plots represent the expression of triple positive HIF-1α + GLUT1 + HK2+ subset as a percentage of total CD15+ neutrophils. (**d**) Scatter plots indicate the proportions of double positive HIF-1α + GLUT1+, HIF-1α + HK2+ and GLUT1 + HK2+ neutrophils. (**e**) Scatter plots indicate the proportions of HIF-1α+, GLUT1+ and HK2+ cells as a percentage of total CD15+ neutrophils. Data represent the means ± SEM, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 by unpaired Student’s *t*-test with a 95% confidence interval.

**Figure 4:**
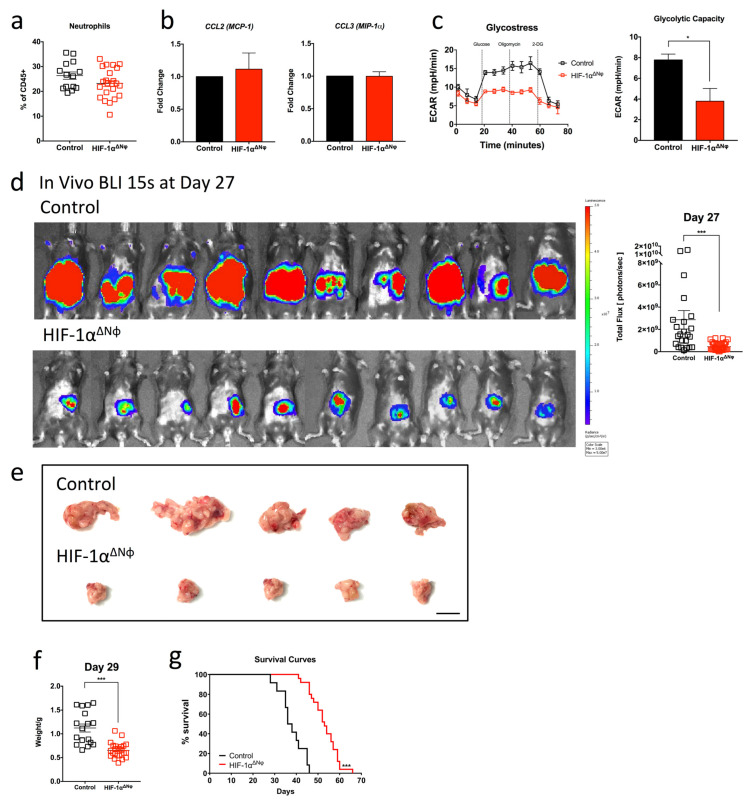
Neutrophil-specific HIF-1α deletion significantly attenuates tumor burden (**a**) Pancreatic tumors from tumor-bearing HIF-1αΔNφ orthotopic transplanted (OT) and littermate HIF-1αfl/fl control OT mice were harvested at day 28 post transplantation and the myeloid cell populations were assessed by flow cytometry. The scatter plot of infiltrating neutrophils (Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+) are plotted as a percentage of total CD45+ cells, from HIF-1αΔNφ OT mice (red clear) and littermate HIF-1αfl/fl controls (black clear) (OT *n* = 23, sham *n* = 14; of three independent experiments, pooled). (**b**) Pancreatic neutrophils were sorted from HIF-1αΔNφ mice and littermate controls and gene expression of CCL2 and CCL3 was assessed by quantitative PCR (*n* = 3 mice, three independent experiments). (**c**) Sorted neutrophils from HIF-1αΔNφ OT and control OT mice were rested at 37 °C for 1 h and assessed for their glycolytic capacity by live metabolic flux assay. A representative Seahorse extracellular acidification rate (ECAR) trace of HIF-1αΔNφ OT neutrophils (red) compared with control OT neutrophils (black) is shown (**left**). The glycolytic capacity (**right**) was calculated from the Seahorse ECAR trace (*n* = 3–5 mice pooled per group, three independent experiments). (**d**) Orthotopic tumors from HIF-1αΔNφ OT and control OT mice were monitored in vivo over time by bioluminescent imaging (BLI; **left**). The total flux (**right**) on day 27 post transplantation was calculated from the BLI image (control, *n* = 25; HIF-1αΔNφ, *n* = 34, three independent experiments pooled). BLI images were acquired at a 15-s exposure, and the color scale was set to a lower limit of 3 × 10^6^ and an upper limit of 5 × 10^7^ photons/sec. (**e**) Representative images of HIF-1αΔNφ OT and control OT mice tumors. (**f**) Tumors were harvested on day 27 post transplantation and weighed. Scatter plot of orthotopic tumor weights from HIF-1αΔNφ OT (red clear) and age-matched OT controls (black clear) (HIF-1αΔNφ *n* = 24, controls *n* = 17; of four independent experiments pooled). (**g**) Kaplan–Meier survival analysis of HIF-1αΔNφ OT mice (*n* = 25) compared with littermate HIF-1αfl/fl control OT mice (*n* = 12). Data represent the means ± SEM, * *p* < 0.05; *** *p* < 0.001 by unpaired student’s *t*-test with a 95% confidence interval.

**Figure 5:**
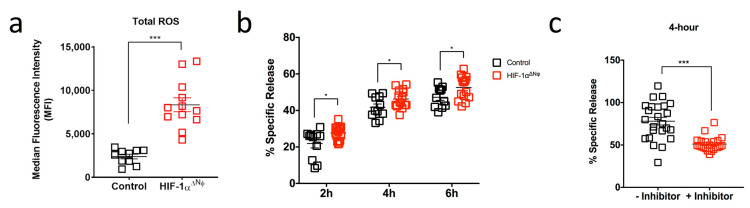
HIF-1αΔNφ neutrophils exert direct anti-tumoral effects (**a**) Scatter plot of reactive oxygen species (ROS) production (MFI) in HIF-1αΔNφ orthotopic transplanted (OT) and control OT pancreatic neutrophils (HIF-1αΔNφ *n* = 12 mice, littermate HIF-1αfl/fl controls *n* = 10; three independent experiments). (**b**) Neutrophils were sorted based on their expression of Dapi-CD45 + Lin(CD3/B220/NK1.1) − Ly6G + Ly6C+. Scatter plot shown indicates the cytotoxic capacity of HIF-1αΔNφ neutrophils at a 10:1 effector:target (E:T) cell ratio after 2, 4 and 6 h incubation with 1242 L tumor cells (*n* = 5 mice/group; *n* = 3 replicates). (**c**) HIF-1αΔNφ neutrophils were assessed for their cytotoxic capacity via ROS production. Neutrophils were treated with 5 mM N-acetyl-L-cysteine for 30 min at 37 °C. Scatter plot shown indicates the cytotoxic capacity of HIF-1αΔNφ neutrophils at a 10:1 E:T ratio after 4 h incubation with 1242 L tumor cells (*n* = 5 mice/group; *n* = 3 replicates). Data represent the means ± SEM, * *p* < 0.05; *** *p* < 0.001 by unpaired Student’s *t*-test with 95% confidence interval.

**Figure 6:**
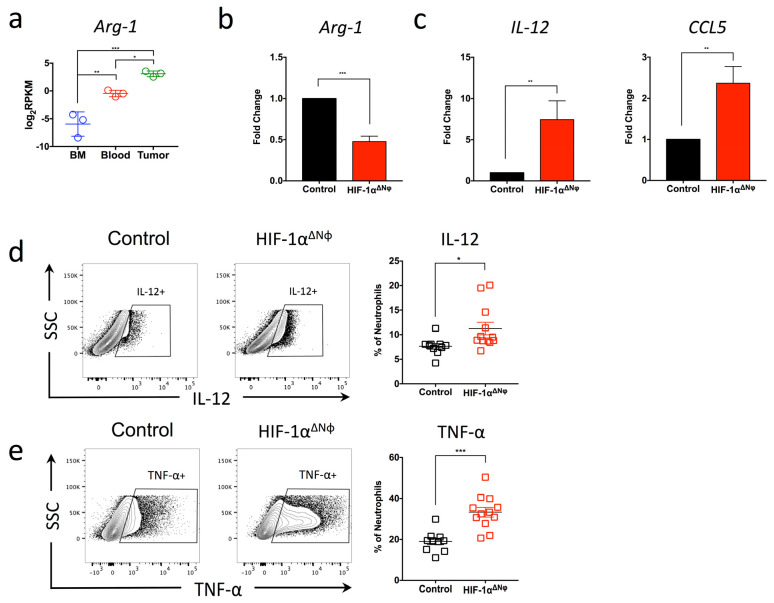
Anti-tumoral effector responses are supported by CD8+ T cells and NK cells activation and cytotoxicity (**a**) Bone marrow (BM), blood and tumor neutrophils were sorted based on their expression of Dapi-CD45 + Lin (CD3/B220/NK1.1) − Ly6G + Ly6C+ (orthotopic transplanted [OT] *n* = 5 mice pooled, three independent experiments). Gene analysis of Arg-1 was analyzed with log2-transformed values (log2RPKM). Data represent the means ± SEM, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 by one-way ANOVA, Tukey’s multiple comparisons test with a 95% confidence interval. (**b**) Pancreatic neutrophils were sorted from HIF-1αΔNφ and control mice, and gene expression of Ag1, (**c**) IL-12 and CCL5 was assessed by quantitative PCR (*n* = 3 mice, three independent experiments). (**d**) Representative flow cytometry plots from HIF-1αΔNφ and control neutrophils. Neutrophils were stimulated with 100 ng/mL LPS for 4 h and assessed for IL-12 and (**e**) TNF-α production by flow cytometry. Scatter plots indicate the percentage of total Ly6G+ cells, from HIF-1αΔNφ OT (red clear) and age-matched OT controls (black clear) (HIF-1αΔNφ *n* = 12, controls *n* = 10; of two independent experiments pooled). Data represent the means ± SEM, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 by unpaired Student’s *t*-test with 95% confidence interval.

**Figure 7:**
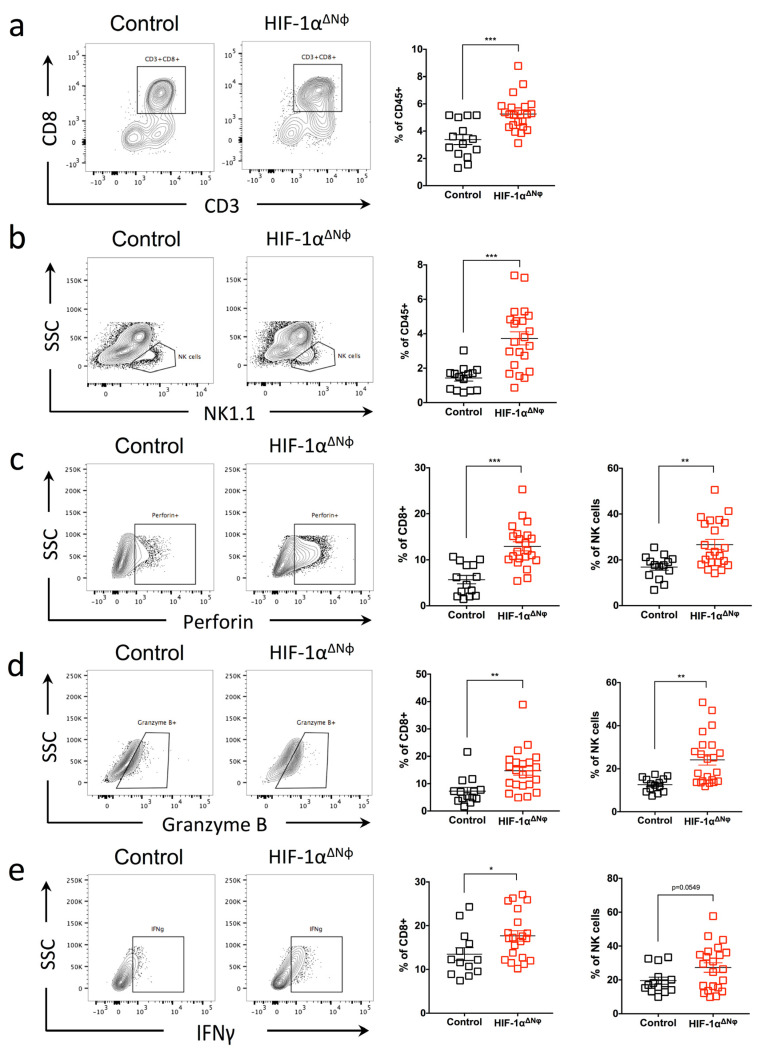
Anti-tumoral effector responses are supported by CD8+ T cells and NK cells activation and cytotoxicity. (**a**–**e**) Flow cytometry was performed in HIF-1αΔNφ orthotopic transplanted (OT) and littermate HIF-1αfl/fl control mice to assess cytotoxic T lymphocytes (CTL) and natural killer (NK) cell populations. CTL are gated based on their expression of CD45 + CD90.2 + CD3 + CD8+ and NK cells are gated based on their expression of CD45 + CD90.2-CD19-NK1.1+. Shown are scatter plots of (**a**) the % CD3 + CD8+ T cells, and (**b**) % NK cells of the total CD45+ population in the pancreata of HIF-1αΔNφ OT (red clear) and control OT (black clear) mice (HIF-1αΔNφ *n* = 22, control *n* = 14 mice per group, pooled from three independent experiments). CTL and NK cells were stimulated with 10 ng/mL PMA and 1 µM ionomycin for 4 h. Scatter plots indicate the percentage (**c**) Perforin+, (**d**) Granzyme B+, and (**e**) IFN-γ+ cells of total CTL and NK cells in the pancreata of HIF-1αΔNφ OT (red clear) and control OT (black clear) mice (HIF-1αΔNφ *n* = 22, control *n* = 14 mice per group, pooled from three independent experiments). Data represent the means ± SEM, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 by unpaired Student’s *t*-test with a 95% confidence interval.

## Data Availability

Data supporting the findings of this study are available within the article and its Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24010753/s1.

How the deposited data were processed for this re-analysis (not part of the article)

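RNA from neutrophils sorted from bone marrow, blood and pancreatic tumors of OT mice was sequenced by the authors in 9 libraries, 3 per compartment, each made from a pool of 5 mice. According to the paper's methods, cDNA was made with the SMARTSeq v2 protocol, reads were mapped with STAR to GRCm38 and counted with featureCounts on GENCODE M7 genes, and differential expression was tested with limma-voom after removing genes with fewer than 5 reads in all samples. The values analysed here are log2 FPKM values, which the authors calculated before they deposited them, for 46517 genes and 9 libraries. From the values themselves, a constant of 0.25 reads in a library of mean size was added before the log, the library sizes were scaled rather than plain sums, and the gene length was the genomic span for most genes. In the annotation at hand, GENCODE M21, 46005 of the identifiers were found, and the length equalled the span for 39023 of them. Chromosome positions are from that annotation on GRCm38.

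Whole numbers of reads were recovered from the steps between low values, for 46515 genes and not for 2. Tested on simulated data, the recovery returned 99.875% of the lengths and every read of 100% of 4000 genes. There were 22658 genes without a read and 28805 with fewer than 5 reads in every library. The 37 mitochondrial genes listed had 0 reads, 197 symbols were listed more than once, and 0 ERCC controls were listed, so no scaling on these controls was possible. Between 4579451 and 7948741 reads per library were recovered. The 10 genes with the most reads took 17.1% to 18.0% of the reads in bone marrow, 7.85% to 8.71% in blood and 6.99% to 7.72% in tumor. Reads were not corrected for PCR duplicates, so read counts give the counting error only.

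Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend) on the log2 FPKM values of genes over 0 in at least 3 libraries, with 1 coefficient per compartment and p-values adjusted by the Benjamini-Hochberg method at a threshold of 0.05. This filter left 331 genes with fewer than 5 reads in every library among those tested. A gene was called higher or lower in tumor than in both compartments when both contrasts passed the threshold in that direction. Gene lists were tested with camera (preset correlation 0.01), adjusted over all lists and contrasts, and again with fry and with an estimated correlation. Unlike camera, fry does not compare a list with the other genes. The lists cover glycolysis enzymes, the genes of Figure 2d and of Figure 2e, HIF targets outside glycolysis, oxidative phosphorylation, chemokines, one-carbon enzymes, transport, autophagy, antigen presentation, NADPH oxidase, angiogenic factors, mature and immature neutrophil genes, cell cycle genes, the mouse genes named in the paper, and markers of tumor epithelium, fibroblasts, acinar cells, macrophages, endothelium, lymphocytes, red cells and platelets. Single genes were also compared between compartments with exact two-sided permutation tests, in which 3 against 3 libraries give no p below 0.1. Principal components were computed on centred values, with an exact one-sided permutation test over 280 splits. The genes named are those named in the paper, those in Figure 2d and 2e, the list members, and the 5 highest and 5 lowest in tumor ranked by the smaller of the absolute log2 fold changes against blood and against bone marrow.

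Other splits of the libraries were fitted in the same way, 100 drawn splits of the 9 libraries and all 10 splits of each pair of compartments. The model was also tested on simulated data in which 200 genes were changed. With an assumed dispersion of 0.1, 7180 genes were tested, and 33 of the 185 changed genes tested (17.8%) were called against both compartments. Among changes of 2 on the log2 scale it was 37.6%. Of 48 calls in tumor against blood, 4 (8.33%) were of unchanged genes. With a dispersion of 0.0248, estimated from these libraries, 7103 genes were tested, 127 of 193 changed genes (65.8%) were called, and 100% of those with a log2 change of 2. Of 146 calls, 10 (6.85%) were of unchanged genes. No call in either simulation had the wrong direction, and the mean errors of the log2 fold change were 0.0193 and -0.0175. For lists of 20 genes, camera gave p-values of 5.18e-31 and 1.99e-41 for changed lists and of 0.951 and 0.331 for unchanged lists (the genes, not the libraries, are the units of this simulated test, which is not an exact one).

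The alternatives tried were no filter and a stricter filter (log2 FPKM over 2), pseudocounts of 1 and 0.1, quantile normalization, median centring, eBayes without the trend and with robust estimation, the replicate block, an absolute log2 fold change of at least 1, only the 2 compartments compared, each library left out in turn, scaling and number of genes for the principal components, and other clustering methods. A filter on reads, limma-voom on the recovered reads and plain library totals were added after seeing the data. Enrichment of Gene Ontology terms with topGO was not run. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used for the recovery of reads and the plots.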

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

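All tests in this part except the comparison of marker reads between compartments were chosen only after the result was seen, including the use of tumor replicates 2 and 3, the minimum of 30 reads and the rules for a match.

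Marker genes of tumor epithelium, acinar cells, fibroblasts and endothelium, which the paper does not analyse, had more reads in each tumor library than in each other library, whereas macrophage, lymphocyte, erythroid and platelet markers were lower in tumor than in blood on average. Markers of pancreatic tumor epithelium took 4377 RPM in tumor, against 64.7 in blood and 9.76 in bone marrow. Acinar cell markers took 1560 against 4.35 and 3.79, fibroblast markers took 1872 against 90.4 and 126, and endothelial markers took 161 against 115 and 14.9 (exact one-sided permutation test, 3 against 6 libraries, p = 0.0119 for each list, the smallest p possible). The acinar markers ranged from 701 to 2898 RPM over the tumor libraries and were highest in tumor replicate 3. Blood replicate 2 had 149 RPM on the epithelial markers, against 24.0 and 21.6 in the other blood libraries. A candidate explanation is RNA from pancreatic tumor, acinar and stromal cells in the sorted samples. If so, markers of one cell type should share one profile over the tumor libraries, and list membership explained 60.0% of the sum of squares of the differences between these libraries. Whether the RNA came from whole cells, from free RNA or from material taken up by neutrophils was not tested.

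The same RNA from pancreatic tumor, acinar and stromal cells could raise the glycolysis and hypoxia genes. From tumor replicate 2 to replicate 3, the median log2 difference was 0.89 for epithelial markers, 1.71 for acinar markers and 0.09 for fibroblast markers. It was -0.56 for the glycolysis enzymes higher in tumor than in both compartments, with 1 of 8 in the range of the markers, and -0.77 for the HIF targets, with 1 of 13 in that range. For the genes of Figure 2d and 2e it was -0.30 where the mean log2 FPKM was over 0 (9 of 25 in the range) and -0.21 where it was 0 or less (12 of 25). Other genes lay in the range more often, with 11 of 12 cell cycle genes and 787 of 1259 genes higher in tumor than in both. Of the latter, it was 116 of 153 with under 5 reads in every other library, and 18 of 69 with log2 FPKM over 4 in bone marrow and blood. Among genes lower in tumor than in both, it was 554 of 1713. RNA from other cells thus stays open for the higher genes and the cell cycle genes too. From replicate 2 to replicate 1 the medians were -0.41 for the glycolysis enzymes and -0.54 for the HIF targets, against 0.33, 0.60 and -0.01 for epithelial, acinar and fibroblast markers. From replicate 2 to replicate 3 the quartiles were -0.65 to -0.36 for the glycolysis enzymes and -0.82 to -0.44 for the HIF targets. Those of macrophage markers, -0.38 to 0.09, lay above the HIF targets and met the glycolysis enzymes only at the edge, and those of endothelial markers, -0.49 to 0.72, overlapped with both. From replicate 2 to replicate 1 the quartiles of macrophage and endothelial markers were -0.19 to 0.51 and -0.37 to 0.87, above those of the glycolysis enzymes and HIF targets. Both comparisons go the same way, but they share tumor replicate 2 and use genes picked for being higher in tumor, so they do not decide. For these genes, RNA from other cells and RNA of tumor neutrophils cannot be told apart here.

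In blood, markers of other blood cells had more RPM than in bone marrow or tumor. Erythroid markers took 381.4 against 47.5 in bone marrow, platelet markers 547.4 against 8.42, and lymphocyte markers 109.9 against 41.6 (exact one-sided permutation test, 3 against 6 libraries, p = 0.0119 for each list, the smallest p possible). Of 12 platelet and erythroid markers, 10 were higher in every blood library than in every bone marrow library. For lymphocyte markers it was 9 of 11. With 3 against 3 libraries, chance gives 10% for a gap in either direction, and less for blood above bone marrow alone. These counts use the same genes and libraries as the sums, so RNA from platelets and red cells and a difference between blood and bone marrow neutrophils cannot be told apart by them. Tumor replicate 2 had 154 RPM on erythroid markers, against 12.9 and 30.6 in the other tumor libraries. No biological explanation was tested for these markers.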

How the results depend on the processing

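Of the alternatives, the filter on reads, limma-voom on the recovered reads and plain library totals were chosen only after seeing the data. The first 2 use steps that the paper's methods name. A scaling on ERCC controls was planned and not run, because no such controls are listed.

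The numbers of genes moved with the filter and the model. Without a filter, 23861 genes were tested, with 10463 differing between any compartments, 8963 in tumor against blood, 7351 in tumor against bone marrow and 3255 higher in tumor than in both. Of the 1287 genes called higher with the filter, 1152 were called here too. With the stricter filter, 3514 genes were tested, and the numbers were 2961, 2562 and 2378, with 1924 in blood against bone marrow, 597 higher and 1202 lower in tumor than in both. With an absolute log2 fold change of at least 1, 2176 genes differed between blood and bone marrow and 1078 were lower in tumor than in both. With the filter on reads, 10829 genes differed in any compartment, 9313 in tumor against blood and 7733 in tumor against bone marrow, and 3433 were higher in tumor than in both. Limma-voom on the recovered reads gave 11508, 9758 and 8912, with 5360 in blood against bone marrow, and 4118 higher. More or fewer genes were tested in these settings. Plain library totals gave 1106 genes lower in tumor than in both. Leaving out 1 library at a time gave from 1100 to 1257 genes higher and from 1634 to 1844 lower.

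Hif1a in tumor against blood passed the threshold with quantile normalization (log2 fold change 0.63, adjusted p = 0.013), limma-voom on recovered reads (0.42, adjusted p = 0.0422) and plain library totals (0.88, adjusted p = 0.00186). It ranged from 0.33 to 0.61 with 1 library left out (adjusted p from 0.00839 to 0.187). Hif1a in blood against bone marrow had a log2 fold change of 0.62 without a filter (adjusted p = 0.0533) and with the replicate block (0.62, adjusted p = 0.0546), which did not pass, and ranged from 0.49 to 0.69 with 1 library left out (adjusted p from 0.00705 to 0.0758). The paper describes the compartments as taken from the same mice, but neither it nor the labels say that a replicate number marks 1 pool. Correlations of same-numbered libraries ranged from -0.071 to 0.108, which shows little shared variation and does not settle whether they are paired. The replicate block also called B2m, Gapdh, Aldoa, the class II list and the erythroid list in tumor against blood, Gapdh, H2-Aa and Hyou1 in tumor against bone marrow, and the glycolysis enzymes in blood against bone marrow. It changed no other call of a list or of the genes printed here. Over all genes it shared 1208 of the 1287 called higher in tumor than in both and 1767 of the 1849 called lower. Hif1a in tumor against bone marrow and all contrasts of Arg1 stayed past the threshold in every alternative. The direction of Hk1 in tumor against blood was reversed with plain library totals (0.36), as was Gapdh in tumor against bone marrow (0.0845). Pkm in tumor against blood was reversed with quantile normalization (0.13) and plain library totals (0.26, adjusted p = 0.0243, in a range up to 0.436), and against bone marrow with plain library totals (0.0673). Against bone marrow, B2m, Tap1 and Tapbp were reversed with quantile normalization (0.0907, 0.21 and 0.22) and with plain library totals (0.39, 0.42 and 0.32, of which Tap1 and Tapbp passed). With 1 library left out, the log2 fold change against bone marrow ranged from -0.0519 to 0.19 for Pgk1, from -0.0607 to 0.13 for Eno1, from -0.0401 to 0.18 for Suv39h1, from -0.43 to 0.26 for B2m and from -0.17 to 0.0618 for Tap1. Pgk1 and Eno1 were below 0 without tumor replicate 2, and Suv39h1 without bone marrow replicate 2. B2m was above 0 without bone marrow replicate 2 or tumor replicate 3, and Tap1 without bone marrow replicate 1 or 2 or tumor replicate 2 or 3. The cause was not tested.

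With an estimated correlation in camera, 0 lists passed in tumor against blood, 0 against bone marrow and 0 in blood against bone marrow, with 4, 6 and 4 at an unadjusted p under 0.05. The limma adjusted p-values were then 0.617 for glycolysis enzymes against blood, 0.206 for the Figure 2d genes and 0.131 for the Figure 2e genes in both contrasts, and 0.377 and 0.274 for the HIF targets. With fry, 17 lists passed in blood against bone marrow, and glycolysis enzymes passed in tumor against bone marrow (adjusted p = 0.0458). With the filter on reads, glycolysis enzymes did not pass in tumor against blood (adjusted p = 0.0806). The following lists changed direction without an adjusted p under 0.05, except for 1. The genes named in the paper did so in tumor against bone marrow without a filter (adjusted p = 0.974), with the filter on reads (0.988) and with limma-voom (0.777), and against blood with limma-voom (0.988). The Figure 2e genes did so in blood against bone marrow in the same settings (0.915, 0.851 and 0.782). Acinar and lymphocyte markers did so in blood against bone marrow with the stricter filter (0.975 and 0.918), macrophage markers in tumor against blood with quantile normalization (0.932) and angiogenic factors in blood against bone marrow with limma-voom (0.955). With fry, angiogenic factors turned down in tumor against blood (0.641) and bone marrow (0.00561). With 1 library left out, adjusted p ranged from 0.150 to 0.955 for erythroid markers in tumor against bone marrow, from 0.505 to 0.908 for acinar markers in blood against bone marrow and from 0.819 to 0.985 for macrophage markers in tumor against blood. The direction changed in 3, 2 and 1 of these fits.

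The first principal component held 48.9% of the variance without a filter, 47.5% with genes scaled to unit variance, 37.1% with both, 74.5% with 500 genes and 44.0% with the filter on reads and scaled genes. The second held 17.9% without a filter, 26.9% with scaled genes, 15.9% with 500 genes, 26.6% with a pseudocount of 1, 19.0% with quantile normalization and 18.6% with the filter on reads. With 1 library left out they held from 52.5% to 62.0% and from 19.5% to 27.3%. With k-means, the cluster with the highest z-score in tumor held 1231 genes, and a second cluster that was also highest in tumor held 1312. Each result for a single gene or list was counted once per alternative. Of these, 115 became stronger, 110 weaker and 39 reversed, and most stayed the same. Of the genes past the F-test, 55 had fewer than 5 reads in every library.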

Differences from the paper's values

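No test in this part was chosen after the result was seen, apart from the settings named as such. The means of Arg1 read from the paper's figure differed from the deposited values by less than the SD between libraries, though not with a pseudocount of 1 in bone marrow and blood (0.04 and 0.79) or of 0.1 in bone marrow (-2.99). The percentages of variance in Figure 2a have no such spread. The paper's values were below the 58.0% and 22.4% computed here and below the ranges with 1 library left out (52.5% to 62.0% and 19.5% to 27.3%), by less than 1.5 times except for the second component without tumor replicate 3 (27.3%). Without a filter, the 2 components held 48.9% and 17.9%.

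The paper states that the genes of the glycolytic process in Figure 2d were induced in tumor neutrophils without exception. Against bone marrow, Pgk1 (log2 fold change 0.09, limma adjusted p = 0.615), Galk1 (1.46, adjusted p = 0.0819) and Eif6 (0.41, adjusted p = 0.0701) did not pass the threshold. Of the alternatives set before the data were examined, quantile normalization called Pgk1 (adjusted p = 0.0106), Galk1 (0.0496) and Eif6 (0.00921). A pseudocount of 1 called Galk1 (0.0258), and the fits without blood replicate 2, without blood replicate 3 and with only the 2 compartments called Eif6 (0.0152, 0.0354 and 0.014). Of those chosen after seeing the values, plain library totals called Pgk1, Galk1 and Eif6 (0.00692, 0.0405 and 0.00373), and limma-voom on recovered reads called Galk1 (0.0177). Against blood, Hif1a is the gene that did not pass among the 16 of the 22 genes in Figure 2d that were tested, as given below. Without the filter, 15 of the 22 were higher than in both compartments.

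The paper states that the hypoxia genes of Figure 2e were induced in tumor neutrophils compared with both other compartments. Against bone marrow, Suv39h1 (log2 fold change 0.06, limma adjusted p = 0.871), Hyou1 (0.72, adjusted p = 0.0606) and Plk3 (1.73, adjusted p = 0.156) did not pass the threshold, and Hif1a did not pass it against blood. No alternative called Suv39h1 (adjusted p from 0.153 to 0.989). Of those set before the data were examined, pseudocounts of 1 and 0.1 (adjusted p = 0.0219 and 0.0478), quantile normalization (0.044), the replicate block (0.0384), only the 2 compartments (0.0405) and the fits without bone marrow replicate 1 (0.0471) and without blood replicate 2 (0.0312) called Hyou1, in a range from 0.0136 to 0.179, and the fit without tumor replicate 1 called Plk3 (2.62, adjusted p = 0.0363, in a range from 0.0297 to 0.386). Of those chosen after seeing the values, limma-voom on recovered reads called Hyou1 and Plk3 (0.0157 and 0.0297), and plain library totals called Hyou1 (0.0136).

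The paper states that glycolytic factors were up-regulated specifically in tumor neutrophils. Hk3, Slc2a3 and Gpi1 were lower in tumor than in both other compartments (log2 fold changes against bone marrow of -2.01, -1.82 and -1.54). Hk1 (-0.71, adjusted p = 0.00683) and Pkm (-0.38, adjusted p = 0.0234) were lower than in bone marrow. Pkm no longer passed in 6 of 22 alternatives, which were the fits without bone marrow replicate 1 (-0.35) or 2 (-0.35), without tumor replicate 1 (-0.33) or 3 (-0.34), only the 2 compartments and plain library totals (adjusted p from 0.00453 to 0.525 over the alternatives). Plain library totals, chosen after seeing the values, called Pkm higher in tumor than in blood (0.26, adjusted p = 0.0243, in a range up to 0.436). The fit without tumor replicate 2, set before the data were examined, called it lower than in blood (-0.29, adjusted p = 0.0491). With quantile normalization and with plain library totals, the latter chosen after seeing the values, Gpi1 no longer passed in tumor against blood (adjusted p = 0.247 and 0.109), and with plain library totals Hk1 no longer passed against bone marrow (adjusted p = 0.206).

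From its RNA data, the paper's discussion states that HIF-1α expression was up-regulated in tumor and not in blood or bone marrow neutrophils. Its results describe the gene as lower in bone marrow than in blood and tumor. In limma, Hif1a was higher than in bone marrow in tumor (log2 fold change 1.05, adjusted p = 0.00158) and blood (0.62, adjusted p = 0.0243). The call in blood against bone marrow was lost in 6 of 22 alternatives. HIF-1α protein, which the paper assessed by immunofluorescence, was not tested here. Hif1a did not pass the threshold in tumor against blood (log2 fold change 0.43, adjusted p = 0.0684). It did with quantile normalization, without blood replicate 3 and without tumor replicate 3, which were set before the data were examined, and with limma-voom on recovered reads and plain library totals, which were chosen after seeing the values (adjusted p from 0.00186 to 0.187 over the alternatives).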

Other observations

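The tests of scaling, filter, dilution and digestion in this part were chosen only after the result was seen.

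The compartments gave the highest number of genes past the F-test among 100 drawn splits of the 9 libraries, so 1 of 100 splits gave as many, and the highest other split gave 2589. For the genes higher in tumor than in both compartments it was 1 of 100 splits (next split 974), and for the genes lower in tumor than in both 1 of 100 (next split 1436). For each pair of compartments, 1 of the 10 splits of the 6 libraries gave as many genes. As many lists past the threshold came from 1 of 10 splits in tumor against blood, 2 of 10 in tumor against bone marrow and 3 of 10 in blood against bone marrow. The 10 splits allow no share under 0.1.

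More genes were lower than higher in tumor than in both compartments. This excess depends on the library scaling, since plain library totals gave 1922 genes higher and 1106 lower. Plain totals raise all genes in tumor alike, so they were bound to move the balance this way. The swing therefore does not test which scaling is right. The filter, which is set on gene span, may account for the excess, since the filter on reads gave 3433 higher and 2181 lower. Either change turned the excess around, so its direction depends on these choices and is open.

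The 10 mature neutrophil markers fell in tumor, with a median log2 fold change of -1.84 against blood (camera adjusted p = 0.00016 from limma, 10 lower) and -2.76 against bone marrow (adjusted p = 0.00016, 9 lower). Dilution of neutrophil RNA by RNA from other cells would lower each by the same amount. Their log2 fold changes against blood differed by more than their standard errors (heterogeneity Q 77.6 on 9 degrees of freedom), which argues against dilution as the whole cause. A difference in the state or age of the neutrophils stays open and was not tested. The 10 immature granule genes were lower in tumor than in bone marrow (median -4.38, adjusted p = 0.000226) and had a median of 1.74 against blood (adjusted p = 0.0805, and from 0.000539 to 0.316 over the alternatives), or 1.736 with 1 gene at its bound. In blood against bone marrow, both these genes and the cell cycle genes were lower (adjusted p = 2.35e-06 for both), the latter with a median of -5.88.

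Immediate early genes, a list chosen after the values were seen, had a median log2 fold change of 2.14 in tumor against blood and 2.21 against bone marrow, and 12 of 15 were higher in tumor than in both. Tissue digestion may raise these genes, and only tumor was digested, so digestion and a response within the tumor cannot be told apart.

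The 6 NADPH oxidase genes had a median of -1.46 against blood (adjusted p = 0.0402, 4 lower) and -2.11 against bone marrow (adjusted p = 0.000226, 6 lower). The call against blood was lost in 7 of 23 alternatives, among them quantile normalization (adjusted p = 0.157), the stricter filter (0.154), plain library totals (0.0587) and the fits without blood replicate 1 (0.0536) and without tumor replicate 2 (0.0712), in a range from 2.24e-05 to 0.4. Tnf rose by 4.89 against blood (standard error 0.24, adjusted p = 3.9e-06), and Ccl2 by 3.91 (standard error 0.45, adjusted p = 0.00016). The 26 genes named in the paper, 19 of them tested, had medians of 0.34 and 0.17 (adjusted p = 0.492 and 0.559). The 8 macrophage markers tested had medians of 0.16 and 0.45 (adjusted p = 0.895 and 0.28), with 1 higher and 2 lower against blood. With fry the list was lower in tumor than in blood (adjusted p = 0.00362, in a range up to 0.985 over the alternatives), and its reads fell from 1507 RPM in blood to 757 in tumor, so the positive median does not give the direction of the list. Of the endothelial markers, 1 was tested, so the list was not.

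In tumor against blood, the medians were 6.60 for epithelial, 9.05 for acinar and 8.91 for fibroblast markers (adjusted p = 0.00016, 1.45e-05 and 0.000814). With genes at the floor set to their bound, they were 6.43, 6.44 and 8.82. In blood against bone marrow, the medians were 3.103 for erythroid, 5.42 for platelet and 1.51 for lymphocyte markers (adjusted p = 0.0257, 0.00173 and 0.183).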
